# Large-Scale Multiplexing Permits Full-Length Transcriptome Annotation of 32 Bovine Tissues From a Single Nanopore Flow Cell

**DOI:** 10.3389/fgene.2021.664260

**Published:** 2021-05-20

**Authors:** Michelle M. Halstead, Alma Islas-Trejo, Daniel E. Goszczynski, Juan F. Medrano, Huaijun Zhou, Pablo J. Ross

**Keywords:** transcriptome, annotation, cattle, tissue-specific, alternative splicyng, long-read sequencing, full-length transcript

## Abstract

A comprehensive annotation of transcript isoforms in domesticated species is lacking. Especially considering that transcriptome complexity and splicing patterns are not well-conserved between species, this presents a substantial obstacle to genomic selection programs that seek to improve production, disease resistance, and reproduction. Recent advances in long-read sequencing technology have made it possible to directly extrapolate the structure of full-length transcripts without the need for transcript reconstruction. In this study, we demonstrate the power of long-read sequencing for transcriptome annotation by coupling Oxford Nanopore Technology (ONT) with large-scale multiplexing of 93 samples, comprising 32 tissues collected from adult male and female Hereford cattle. More than 30 million uniquely mapping full-length reads were obtained from a single ONT flow cell, and used to identify and characterize the expression dynamics of 99,044 transcript isoforms at 31,824 loci. Of these predicted transcripts, 21% exactly matched a reference transcript, and 61% were novel isoforms of reference genes, substantially increasing the ratio of transcript variants per gene, and suggesting that the complexity of the bovine transcriptome is comparable to that in humans. Over 7,000 transcript isoforms were extremely tissue-specific, and 61% of these were attributed to testis, which exhibited the most complex transcriptome of all interrogated tissues. Despite profiling over 30 tissues, transcription was only detected at about 60% of reference loci. Consequently, additional studies will be necessary to continue characterizing the bovine transcriptome in additional cell types, developmental stages, and physiological conditions. However, by here demonstrating the power of ONT sequencing coupled with large-scale multiplexing, the task of exhaustively annotating the bovine transcriptome – or any mammalian transcriptome – appears significantly more feasible.

## Introduction

The proteome diversity observed in eukaryotes is largely attributed to alternative transcript isoforms, which result from use of alternate transcription start sites, polyadenylation sites, and splice sites. In particular, the complexity of alternative splicing seems to have increased during the course of evolution (Keren et al., 2010), such that transcript isoforms exist for the majority of genes in higher order eukaryotes (Pan et al., 2008; Wang et al., 2008; Mercer et al., 2012). This diversification of the transcriptome and proteome not only drives adaptation and speciation (Harr and Turner, 2010; Mudge et al., 2011), but also facilitates cellular diversity and the development of complex organisms with tissues and organs (Graveley, 2001; Linker et al., 2019). Indeed, transcript isoforms and splicing patterns vary between cell types, tissues, developmental stages, and environmental conditions (Kalsotra et al., 2008; Wang et al., 2008; Vaquero-Garcia et al., 2016; Zhang et al., 2016). Moreover, because alternative splicing can fundamentally alter protein structure and function, aberrant isoforms have been linked to various diseases, including cancer (Paronetto et al., 2016; Zhang et al., 2019).

More than 90% of human genes are subject to alternative splicing (Pan et al., 2008; Workman et al., 2019); as such, considerable efforts have been made by consortia such as GENCODE to exhaustively annotate transcript isoforms in humans and mice. However, projects seeking to annotate the genomes of non-model organisms generally lack the necessary resources for manual curation. Consequently, transcriptome annotations for non-model organisms, including species of high economic significance like livestock, are often incomplete or inaccurate (Andersson et al., 2015; Ungaro et al., 2017). Moreover, transcriptome complexity and splicing patterns are not well-conserved between species (Barbosa-Morais et al., 2012). Transcript structures inferred from related species are therefore likely to be insufficient or inaccurate.

Worldwide, over a billion cattle (*Bos taurus*) are raised for meat and dairy production (Robinson et al., 2014), and although selection programs have significantly benefited from genomics tools in the past decade (Meredith et al., 2012; Saatchi et al., 2012; Thompson-Crispi et al., 2014; García-Ruiz et al., 2016), a comprehensive characterization of the bovine transcriptome is essential to improve our understanding of the biological processes that underpin complex traits like productivity, efficiency, and disease resistance (Georges et al., 2019).

Until recently, transcriptome annotations – including that of the bovine genome – were primarily based on short-read RNA-seq data from next-generation sequencing (NGS) platforms. The high throughput of these sequencers was optimal for quantifying gene expression, but because of sequencing length limitations, it is necessary to fragment RNA or cDNA during library preparation. The resulting reads are generally shorter (<200 bases) than most full-length transcripts, and although several computational approaches have been developed to reconstruct transcript structures from short-read RNA-seq data, they do not always infer the correct structures (Grabherr et al., 2011; Trapnell et al., 2012; Pertea et al., 2015; Conesa et al., 2016).

Alternatively, long-read sequencing technologies, such as Pacific Biosciences (PacBio) (McCarthy, 2010; Rhoads and Au, 2015) and Oxford Nanopore Technologies (ONT) (Bayega et al., 2018), have made it possible to sequence reads up to 50 kb in length, allowing for the sequencing of full-length transcripts without the need for reconstruction. In recent years, PacBio single-molecule real-time (SMRT) isoform sequencing (Iso-seq) has been implemented to improve transcriptome annotations in humans (Sharon et al., 2013; Tilgner et al., 2014), rabbits (Chen et al., 2017), chickens (Thomas et al., 2014; Kuo et al., 2017), pigs (Li et al., 2018; Beiki et al., 2019), and cattle (Rosen et al., 2020). Indeed, the transcriptome accompanying the most recent bovine genome assembly was curated from both short-read RNA-seq and Iso-seq data (Rosen et al., 2020); however, the Iso-seq dataset was limited, as it included fewer tissue transcriptomes than the short-read RNA-seq data, and was of considerably lower sequencing depth, producing only about a half a million consensus reads.

An alternative long-read sequencing technology, ONT sequencing, measures changes in ionic current as fragments move through protein nanopores, and does not depend on enzyme-based nucleotide incorporation or detection of fluorescence (Ip et al., 2015). Due to its affordability and higher throughput – the ONT PromethION generates 20 times more reads per flow cell than the PacBio Sequel II (Garalde et al., 2018) – ONT has been widely used for transcriptome annotation in organisms ranging from yeast to humans (Sharon et al., 2013; Tilgner et al., 2014; Oikonomopoulos et al., 2016; Byrne et al., 2017; Jenjaroenpun et al., 2018; Kadobianskyi et al., 2019; Seki et al., 2019; Sessegolo et al., 2019; Workman et al., 2019; Müller et al., 2020; Sahoo et al., 2020), permitting the discovery of isoforms that were difficult to observe from short-read sequencing alone (Steijger et al., 2013; Venturini et al., 2018).

Despite the incorporation of Iso-seq data (Rosen et al., 2020), the bovine transcriptome still only includes 1.59 transcripts per gene on average, whereas the human genome annotation accounts for an average of 3.78 transcript isoforms per gene (Ensembl v101 annotations). This discrepancy suggests that the transcriptomic complexity of the bovine genome has yet to be fully characterized, and that current annotations are likely missing information on rare and tissue-specific isoforms. In this study, we coupled ONT sequencing with large-scale multiplexing to identify and characterize the expression of transcript isoforms in cattle. From a single ONT flow cell, we obtained over 25 million full-length uniquely mapped reads, allowing us to characterize the transcriptomes of 32 adult bovine tissues across four individuals. This powerful approach paves the way for future transcriptomic studies, facilitating research on a wider variety of cell types, physiological conditions, and developmental stages. Moreover, the resulting transcript predictions will help to inform selection programs seeking to improve production traits, fertility, and environmental adaptation – factors which are of considerable scientific and economic interest.

## Materials and Methods

### Sample Collection

Tissue samples were collected from two male and two female Line 1 Hereford cattle, aged 14 months old, which were provided by the Fort Keogh Livestock and Range Research lab. Animals were euthanized by captive bolt under USDA inspection at the University of California, Davis, with all permissions obtained and in concordance with Protocol for Animal Care and Use no. 18464 (approved by Institutional Animal Care and Use Committee at the University of California, Davis). Samples were collected within 1–2 h of euthanasia, flash frozen in liquid nitrogen, and stored at –80°C until processing.

### RNA Extraction and Library Construction

Frozen tissues kept at –80°C were homogenized with a mortar and pestle in liquid nitrogen. Total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, United States) followed by a column clean-up using the Direct-zol RNA Mini Prep Plus kit (Zymo Research, Irvine, CA, United States) and performing an in-column DNA digestion. Integrity of the DNase-treated RNA was verified on the Experion electrophoresis system (Bio-Rad, Hercules, CA, United States). For each sample, 50 ng total RNA was transferred to 0.2 ml PCR tubes and adjusted to a final volume of 9 μl with nuclease free water. Reactions were prepared (9 μl total RNA, 1 μl 10 μM VNP primer, 1 μl 10 mM dNTPs) and incubated for 5 min at 65°C, then snap cooled on a pre-chilled freezer block. Strand-switching buffer (4 μl 5x RT buffer, 1 μl RNaseOUT, 1 μl nuclease-free water, and 2 μl 10 μM strand-switching primer) was then added to the snap-cooled, annealed mRNA, and incubated at 42°C for 2 min. One μl of Maxima H Minus Reverse Transcriptase was added, and reactions were incubated at 42°C for 90 min, 85°C for 5 min, then held at 4°C. A round of PCR was used to introduce barcodes to the cDNA using the Oxford Nanopore PCR barcoding expansion 1-96 kit (Cat. No. EXP-PBC096). Barcoding PCR reactions were set up for each cDNA (1 μl PCR barcode, 19 μl first-strand cDNA, 20 μl LongAmp Taq 2x master mix), and cycled for [3 min at 95°C] x1 cycle, [15 s at 95°C, 15 s at 62°C, 7 min at 65°C] x13 cycles, [15 min at 65°C] x1 cycle, then held at 4°C. Each barcoded cDNA was purified in 1x Ampure XP Beads, eluted in 20 μl of nuclease free water and quantified using Qubit. Barcoded cDNAs were pooled in a final volume of 47 μl. The DNA Technologies Core and Expression Analysis Laboratory at the University of California Davis performed adapter ligation on the cDNA pool with the SQK-DCS109 kit following manufacturer’s guidelines. Finally, 50 fmol of adapter ligated library was loaded onto a PromethION flow cell (vR9.4.1).

### Pre-processing of ONT Sequencing Data

The quality of raw sequencing data, including read length and average quality, was checked using Nanoplot (v1.0.0). Base calling and demultiplexing (Supplementary Table 1) were performed using ont-guppy-for-minknow (v3.0.5) and reads with a quality score below 7 were discarded. Data were then processed with Pychopper (v2.4.0) to identify and orient full-length reads; these were then mapped to the ARS-UCD1.2 genome assembly using minimap2 (v2.16r922) (Li, 2018) with options “-ax splice -uf -k14 -G 1000000.” The maximum allowable intron size was increased to 1 Mb, based on the longest intron observed in the Ensembl (v101) annotation. Uniquely mapped reads with a minimum quality score of 10 were extracted with Samtools (v1.7).

### Preliminary Analysis of Gene Expression

Uniquely mapped reads were used to obtain raw gene expression counts, based on the Ensembl v101 annotations for each species, using HTSeq (v0.11.2) (Anders et al., 2015) with options “-i gene_id –type = exon –stranded = yes –mode = intersection-non-empty.” Raw gene counts were subjected to variance stabilizing transformation (VST) with DESeq2 (v1.26.0) (Love et al., 2014) for principal components analysis, conducted with the prcomp function from the R package Stats (v3.6.3). Expression profiles of the top 5,000 genes with the most variance in VST counts were visualized with pheatmap (v1.0.12).

### Predicting Transcript Isoforms

Uniquely mapped reads from all samples were pooled to predict transcripts using the Pinfish pipeline (v0.1.0)^1^. Briefly, reads with similar structure were grouped into clusters of three or more alignments, with an exon boundary tolerance of 20 bp and terminal exon boundary tolerance of 60 bp. These transcript clusters were then polished and mapped back to the genome. Polished transcripts were then grouped into “loci” based on 3′ ends and collapsed to remove likely products of RNA degradation, using an internal exon boundary tolerance of 5 bp, a 3′-exon boundary tolerance of 100 bp, and a 5′-exon boundary tolerance of 5,000 bp. Because of the high prevalence of predicted single-exon transcripts, predicted transcripts were then compared to the Ensembl (v101) and NCBI RefSeq (release 106) annotations using gffcompare (v0.12.1), and only single-exon transcripts that demonstrated same-strand overlap with reference exons of protein-coding genes, or which were strongly supported (cluster size ≥ 100 alignments), were retained in the final transcript set. The set of predicted transcripts was converted to GTF format using gffread (v0.12.2) and visualized in the Integrated Genomics Viewer (v2.8.9). To visualize repetitive elements, the RepeatMasker track was downloaded from the UCSC genome annotation database for the April 2018 ARS-UCD1.2/bosTau9 assembly.

### Comparing Predicted Transcripts to Reference Annotations

Based on gffcompare class codes, predicted transcripts were classified as known isoforms of a reference gene (class code “=” when comparing to either annotation), novel isoforms of a reference gene (class codes ‘c,’ ‘k,’ ‘j,’ ‘m,’ ‘n,’ or ‘o’ when comparing to either annotation, never ‘=’), novel loci (class codes ‘i,’ ‘u,’ ‘y,’ or ‘x’ when comparing to either annotation, never ‘ =,’ ‘c,’ ‘k,’ ‘j,’ ‘m,’ ‘n,’ or ‘o’), or potential artifacts (class codes ‘e,’ ‘s,’ or ‘p’ when comparing to either annotation, but never any other class codes).

### Characterization of Predicted Transcripts

To determine the novelty of start and end sites of predicted novel isoforms, the TSS and TES of predicted novel isoforms were compared to the TSS and TES of the closest matching reference transcripts (based on gffcompare output). The usage of alternative polyadenylation sites for reference Ensembl transcripts was determined using TAPAS (Arefeen et al., 2018) with read length set to 750 bp, which was the mean read length according to the Nanoplot report. As input for TAPAS, genome-wide read depth was determined with Samtools (v1.7). The prevalence of different alternative splicing events in the final set of predicted transcripts was determined with SUPPA (v2.3), using the function generateEvents to identify local events, including skipped exons, mutually exclusive exons, retained introns, alternative 5′ or 3′ splice sites, and alternative first and last exons. Finally, the coding potential of predicted transcripts was calculated with CPPred (Tong and Liu, 2019) using the built-in human model with default parameters. To determine if predicted intergenic transcripts (gffcompare class code ‘u’) preferentially occurred near annotated genes, distance from each predicted intergenic transcript to the nearest reference gene was calculated using Bedtools closest (v2.26.0) with option “-d.” For comparison, the genomic coordinates of predicted intergenic transcripts were randomized with Bedtools shuffle (excluding regions that were already annotated as genes by Ensembl or NCBI), and these coordinates were also compared to reference genes using Bedtools closest. The distance between predicted intergenic transcripts and the closest reference genes was compared to the distance between randomized coordinates and the closest reference genes with an independent 2-group Mann–Whitney *U*-test.

### Inferring Biological Functions of Predicted Transcripts at Novel Loci

To interpret the function of predicted transcripts at novel loci, their sequences were compared against several databases. First, sequences were compared against the NT (NCBI non-redundant nucleotide, v5) database with BLASTN (v2.6.0), requiring a minimum e-value of 1e-10 for matches. Then, sequences were compared against the NR (NCBI non-redundant protein, v5) and SwissProt (downloaded from NCBI, v5) databases with Diamond BLASTX (v2.0.5.143), again setting the minimum *e*-value to 1e-10. For transcripts with SwissProt matches, the corresponding UniProt identifiers were associated with functional terms using DAVID (v6.8), including KEGG terms, GO “DIRECT” terms, and Clusters of Orthologous Groups of proteins (COG) ontology terms.

### Predicted Transcript Expression Quantification

To determine the expression of predicted transcripts, reads were directly mapped to the predicted transcriptome. Predicted transcripts were converted from GTF to FASTA format with the gffread utility (v0.12.2). Strand-corrected full-length ONT reads (output of Pychopper) were then directly mapped to the predicted transcriptome using minimap2 (v2.16r922) with options “-t 10 -ax map-ont -p 0.” Alignments with a minimum quality score of 10 were extracted with Samtools (v1.7). From these alignments, expression of predicted transcripts in transcripts per million (TPM) was determined with Nanocount (v2.3.0). For the identification of tissue-specific transcripts, samples with unclear identity were excluded. These samples included those that did not cluster with biological replicates (abomasum-F1, colon-F1, and lung-M1), tissues with unclear identity because samples did not cluster together (esophagus, skin and thyroid), and tissues with only a single replicate (duodenum-M1, hypothalamus-M1, and uterine endometrium-F1).

### Identification and Characterization of Tissue-Specific Transcripts

The tissue specificity index (TSI) (Julien et al., 2012) for each transcript was calculated as follows, such that *x*_*i*_ was the average expression (TPM) in a given tissue, and *n* was the number of tissues:

$$T\,S\,I=\frac{\max_{1\leq i\leq n}\left(x_{i}\right)}{\sum_{i=1}^{n}x_{i}}$$

Transcripts were then categorized as tissue-specific (TSI ≥ 0.8), broadly expressed (TSI < 0.5), or biased toward a group of tissues (0.5 ≤ TSI < 0.8). To interpret the biological significance of tissue-specific transcripts, those with corresponding Ensembl IDs were submitted to DAVID (v6.8) for functional enrichment analysis, considering only GO “DIRECT” terms. In each case, the top five most significant GO terms were reported (Benjamini-corrected *p*-value < 0.05). Finally, to determine whether the TSS used by tissue-specific transcripts were uniquely active in that tissue, the coordinates of TSS (±50 bp) for tissue-specific transcripts for a given tissue were extracted and compared to the TSS (±50 bp) of every other predicted transcript using Bedtools (v2.26.0) intersect, with option “-s” to only consider same-strand overlap. The TSS from tissue-specific transcripts that did not overlap any other TSS from the remaining set of predicted transcripts were considered uniquely active in that tissue.

## Results

Total RNA was extracted from 93 biological samples and used to generate cDNA libraries, which were multiplexed and sequenced on a single PromethION flow cell. Samples consisted of 32 tissues collected from two male (M1, M2) and two female (F1, F2) adult Line 1 Hereford cattle. These animals were specifically chosen for their relation to Dominette, the individual sequenced for the original cattle reference genome. Sequencing yielded 53.7 million reads, with a read length N50 of 893, average read length of 759 bases, and average quality of 8.8 (Supplementary Figure 1). After demultiplexing, 35.3 million reads passed quality thresholds (greater than Q7), and further processing yielded 30.3 million full-length strand-oriented reads which were aligned to the ARS-UCD1.2 assembly, resulting in 25.5 million unique alignments that could be used for transcript prediction (Supplementary Table 2). 

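With the reads on no gene and the ambiguous reads added to the gene counts, the deposited files of the 93 libraries held 25,472,993 uniquely mapped reads. The mean was 273,903 ± 97,893 reads per library (SD, n = 93) and 796,031 ± 364,330 reads per tissue (SD, n = 32). Tissues ranged from 61,768 reads in duodenum, sampled with 1 library, to 1,556,113 reads in reticulum, sampled with 4 libraries. The sum of each of the 92 libraries whose label has a depth in Supplementary Table 2 equalled the depth given there.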

On average, about 270,000 reads were obtained per sample (Supplementary Table 2), and about 800,000 reads were obtained per tissue (Supplementary Table 3).

A preliminary evaluation of gene expression was conducted by counting alignments attributed to genes in the Ensembl (v101) annotation (Supplementary Data 1). 

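Each library was a cDNA library of total RNA from 1 tissue of 1 animal, and the 93 libraries covered 32 tissues of 4 animals, with 48 libraries from the females F1 and F2 and 45 from the males M1 and M2. The authors oriented full-length Nanopore reads, mapped them to ARS-UCD1.2 and counted uniquely mapped reads on the exons of 27,607 Ensembl (v101) genes by strand with HTSeq, and the deposited values are these raw counts, without normalization. For 14,536 of the genes a symbol was given in the deposited file of predicted transcripts or in Supplementary Data 7, and the other genes are named by their identifier. The gene counts per library ranged from 96,053 to 407,889 with a median of 169,939 in the female libraries, and from 634 to 279,521 with a median of 156,373 in the male libraries. Lung-M1 held the 634 counts, and the library with the next fewest had 47,537. Of all uniquely mapped reads, 36.4% lay on no gene and 0.0365% were ambiguous, and both classes were left out of library sizes and tests. The share on no gene ranged from 11.3% to 63.9% between libraries, so that libraries of similar read number differed in gene counts. No pair of libraries held identical counts. The first 1,999 rows of Supplementary Data 1, with 49 libraries, were compared with the deposited counts, and all 97,951 values were equal. All libraries were sequenced on a single flow cell, so no sequencing batches could be compared. Counts were analysed as deposited, as CPM, the counts of a gene scaled to the same total of gene counts in each library, or after drawing 40,000 gene counts from each library at random, which leaves out lung-M1 and shows what a difference in depth contributes. Reads were amplified by PCR without molecular identifiers, so confidence intervals cover counting error only.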

Principal components analysis and hierarchical clustering of normalized gene expression generally clustered samples by tissue and organ system (Figure 1), with the exception of lung-M1, which was attributed extremely few reads, abomasum-M1 and colon-F1, which did not cluster with biological replicates, and esophagus, skin, and thyroid samples, which clustered ambiguously. In particular, male esophagus samples clustered with muscle, whereas female esophagus clustered with skin and stomach samples, suggesting potential sampling error during collection of male esophagus. 

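The grouping by tissue was measured by the nearest neighbor of each library, the library with the highest Pearson correlation of variance-stabilized counts over the 21,521 genes with at least 1 count. Among the 90 libraries of tissues with at least 2 libraries, 64 (71.1%) had a nearest neighbor from the same tissue. Permuting the tissue labels gave 2.30 on average and 15 at most (100,000 permutations, one-sided p = 1e-05, the smallest these permutations can give). Of the settings that kept all animals, Spearman correlation gave the lowest number, 56. The first 2 principal components held 13.9% and 8.27% of the variance, and without lung-M1 the first component held 11.6%. Lung-M1 had no correlation above 0.384 with any library, whereas lung-F2 and lung-M2 correlated at 0.914. Abomasum-M1 lay nearest to bladder-F1 (r = 0.885 across genes) and correlated at 0.766 at most with the other abomasum samples, which were nearest to each other (r = 0.826). Colon-F1 lay nearest to adipose-F1 (r = 0.900) and correlated at 0.785 at most with the male colon samples, both of which were nearest to cecum-F1. Thyroid-M1 was nearest to thyroid-M2 (r = 0.821), which in turn was nearest to spleen-M1 (r = 0.874). The skin samples each lay nearest to an esophagus sample, skin-F1 to esophagus-F2 (r = 0.880) and skin-M2 to esophagus-F1 (r = 0.901), and correlated at 0.765 with each other.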

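Esophagus-M1 lay nearest to muscle-M1 (r = 0.864 across genes), closer than to esophagus-M2 (r = 0.853), which was itself nearest to esophagus-M1. A list of skeletal muscle genes, of which 12 were counted (such as ACTA1, CKM and MYH1), summed to 191,617 CPM in esophagus-M1 and 152,458 CPM in esophagus-M2, against 276,725 CPM and 178,743 CPM in the muscle samples. The same list reached 90,394 CPM in esophagus-F2 and 51,746 CPM in skin-F1, but 625 CPM in esophagus-F1 and 72.2 CPM in skin-M2, so the female esophagus samples differed from each other. A list of stratified squamous epithelium genes, of which 10 were counted (such as KRT4, KRT5 and KRT14), gave 336 CPM and 498 CPM in the male esophagus samples, near the median library of 456 CPM. In the female samples it gave 32,810 CPM in esophagus-F1 and 18,378 CPM in esophagus-F2, and in skin-F1 and skin-M2 30,482 CPM and 31,981 CPM. No gene of the 2,312 tested differed between the 2 male and 2 female esophagus samples at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 210 had an unadjusted p-value under 0.05. DESeq2 called 78 genes, 71 of them lower in males. On simulated counts with 200 genes changed 8-fold, the edgeR test recovered 38% of them. The female samples also differed from each other in the hair and epidermis list, with 32,754 CPM in esophagus-F1 and 64.4 CPM in esophagus-F2. The count of 0 therefore does not show that the male and female samples are alike. Between male esophagus and skeletal muscle, 32 of 1,803 genes differed by the same edgeR test with Benjamini-Hochberg adjustment, 17 higher and 15 lower in esophagus, and 230 differed with the animal as a replicate block. MYH8, a myosin heavy chain gene whose reads could be shared with near-identical myosin genes, had 60,393 CPM in esophagus-M1 and 25,656 CPM in esophagus-M2, against 8.84 CPM and 5.46 CPM in the muscle samples. Its log2 fold change was 12.21 (SE 1.04, adjusted p = 0.00203 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CA3 was lower in esophagus, with a log2 fold change of -8.01 (SE 0.75, adjusted p = 0.00220 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on 6 and 4 counts in the esophagus samples and 1,030 and 2,303 in muscle. Among the genes under the adjusted threshold, ENSBTAG00000053276 and MYH3 followed in the fitted increase, on 68 and 15 counts and on 39 and 19 counts in the esophagus samples and 0 in both muscle samples. PPDPFL and MSS51 followed CA3 in the fitted decrease, on 35 and 31 counts and on 28 and 22 counts in muscle, with 0 counts of PPDPFL and 1 count of MSS51 in esophagus. From the clustering of male esophagus with muscle, the paper proposes a potential sampling error during the collection of male esophagus.

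**Figure D1:**
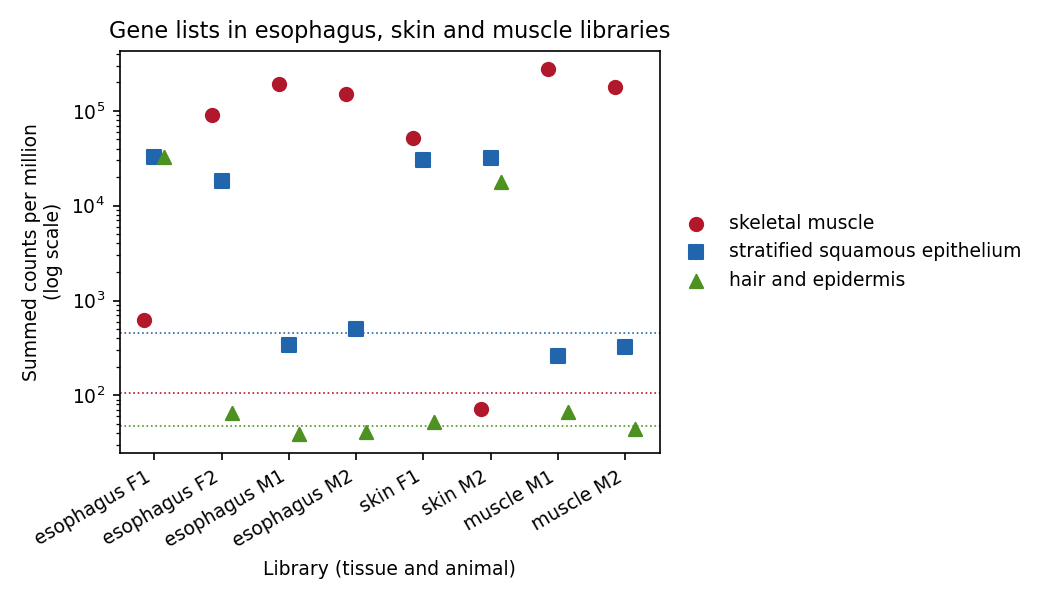
Summed CPM (log scale) of the skeletal muscle, stratified squamous epithelium and hair and epidermis gene lists in each esophagus, skin and muscle sample, with 1 point per sample and list, and dotted lines for each list's median over all libraries. The squamous list sits at 336 CPM and 498 CPM in the male esophagus samples, at the level of its median library of 456 CPM.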

Samples of questionable origin, based on aberrant clustering patterns, were excluded from tissue-specific analyses, but retained in the complete dataset for predicting transcript models. 

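The number of genes with at least 1 count was taken as the number of expressed loci of a sample. It was 12,204 ± 195 in testis (SD, n = 2) and 9,333 ± 1,547 in the other samples (SD, n = 91), a difference of 2,871 (exact permutation test, two-sided p = 0.0222). In the brain tissues (brain cortex, cerebellum and hypothalamus) it was 11,060 ± 681 (SD, n = 8), against 9,238 ± 1,559 in the other samples (SD, n = 85), a difference of 1,822 (permutation test, two-sided p = 0.00523). Both differences exceeded the SD between the samples of the other tissues, although 24 of the 85 other samples had more expressed loci than the lowest brain sample. Here and at equal depth, the permutations took single samples as independent, although samples of the same tissue tend to be alike. Their p-values therefore do not measure the spread between tissues. At 40,000 gene counts per sample, where depth is equal, testis had 7,711 ± 70.0036 expressed loci (SD, n = 2) against 5,682 ± 886 (exact permutation test, p = 0.00119), and brain 7,280 ± 379 (SD, n = 8) against 5,578 ± 820 (permutation test, p = 1e-05, the smallest the permutations can give).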

Brain and testis were among the most informative tissues, based on transcriptomic complexity and number of expressed loci (Supplementary Figure 2A).

**FIGURE 1:**
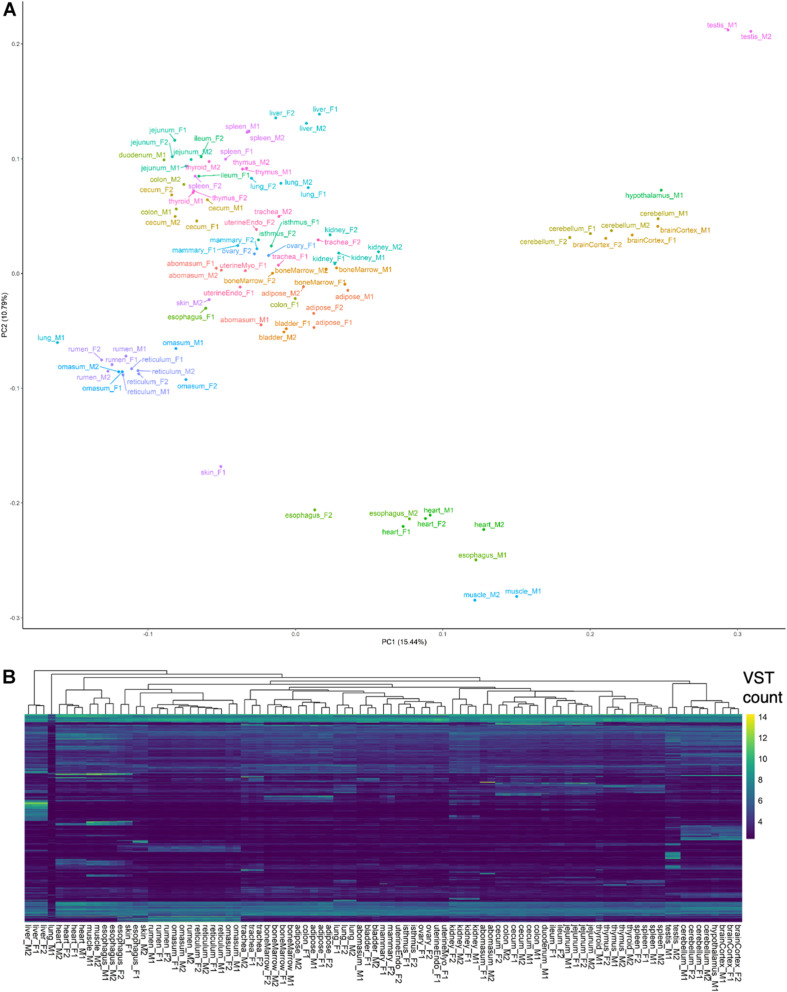
Preliminary analysis of transcriptomes. **(A)** Principal components analysis of VST-normalized gene counts. **(B)** Hierarchical clustering of samples based on top 5,000 genes with highest variance in VST counts.

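The transcript models were predicted from the reads of all 93 libraries together, so the deposited file of predicted transcripts holds no value per sample. It gives, for each model, its exons on ARS-UCD1.2, its gffcompare class code against Ensembl, and in most identifiers the number of alignments in the cluster the model was made from, its read support, which was read as a count of reads and was not normalized. The read support was given for all but 722 transcripts and summed to 9,706,023 reads, 38.1% of all uniquely mapped reads, and the smallest value was 3 reads. Since the models are pooled, shares and events below describe this set of transcripts, with no replicate error, and tests across transcripts compare models that are not independent replicates. The class codes against NCBI RefSeq were not used here.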

Mapped reads from all samples were pooled to predict transcript models using the Pinfish pipeline. Briefly, transcripts were predicted from clusters of three or more alignments. Predicted transcripts were then polished and collapsed to filter out likely degradation products. In total, 244,945 transcript models were predicted, consisting of 76,110 multi-exon and 168,835 single-exon transcripts. 

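Models were grouped by overlap of their exons on the same strand. The median multi-exon transcript had 4 exons and the longest chain had 51 exons. By the gene identifiers of the file, which the Pinfish grouping made from 3′ ends, the same multi-exon transcripts formed 55,872 groups, of which 11,367 held several transcripts, and by the loci the file names, 22,083 groups, of which 12,809 held several. The grouping by exon overlap was chosen after the loci of the file had been counted.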

Multi-exon transcripts localized to 23,694 loci, of which 13,053 (55%) corresponded to multiple transcripts. Comparing the predicted multi-exon transcripts to Ensembl and NCBI gene annotations revealed high precision, particularly at the base and intron levels, with most reference exons and introns captured by the predicted multi-exon transcripts (Table 1).

**TABLE 1:** Sensitivity and precision estimates of predicted multi-exon transcripts compared to reference multi-exon transcripts from the Ensembl (v101) and NCBI (release 106) annotations.

	Predicted vs. Ensembl		Predicted vs. NCBI		NCBI vs. Ensembl	
			
Level	Sensitivity	Precision	Sensitivity	Precision	Sensitivity	Precision
Base	58.5	72.5	49.6	81.2	88.7	66.3
Exon	54.8	58.3	55.7	66.5	81.3	73.2
Intron	60.1	80.7	57.3	86.5	90.0	79.4
Transcript	29.3	12.9	24.6	20.2	48.8	26.7
Locus	52.6	47.9	62.7	56.8	75.6	76.9
Missed exons	53,069/171,341 (31.0%)		65,592/207,468 (31.6%)		8,891/222,022 (4.0%)	
Novel exons	15,130/193,597 (7.8%)		8,366/203,236 (4.1%)		27,725/257,826 (10.8%)	
Missed introns	48,381/151,779 (31.9%)		55,075/177,905 (31.0%)		3,643/195,870 (1.9%)	
Novel introns	4,528/112,911 (4.0%)		2,447/117,961 (2.1%)		12,338/222,064 (5.6%)	

*Comparison excludes reference loci without predicted transcripts and predicted transcripts at novel loci.*

Compared to multi-exon transcripts, single-exon transcripts were supported by fewer reads (*p* < 2.2e-16; one-sided *Z*-test) (Supplementary Figure 3A), and tended to not directly overlap annotated exons, instead occurring predominantly within reference introns (Supplementary Figure 3B). Consequently, only single-exon transcripts that corresponded to annotated protein-coding genes, or those which were supported by more than 100 alignments (i.e., the top 1% most strongly supported single-exon transcripts) (Supplementary Figure 4), were retained in the final transcript set, which comprised 99,044 predicted transcripts (22,934 single-exon and 76,110 multi-exon transcripts) belonging to 31,824 genomic loci. 

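Of the retained transcripts, 76.8% were multi-exon and 23.2% single-exon. The mean read support on the log10 scale was 0.942 ± 0.567 (SD, n = 75,828) for multi-exon and 0.888 ± 0.556 (SD, n = 22,494) for single-exon transcripts, a difference of 0.0542 (100,000 permutations, two-sided p = 1e-05, the smallest they can give). The medians were 6 and 5 reads, so the difference is far below the spread between transcripts. On the linear scale, chosen after the values were seen, the mean was 90.0 reads for multi-exon and 128 reads for single-exon transcripts, a difference of -38.1 reads (permutation p = 0.148). Without the transcripts of a region of chromosome 16 that holds much of the support, the single-exon mean was 56.8 reads and the difference 33.2 reads (permutation p = 6.2e-04). These values cover the retained set, from which single-exon transcripts with low support outside protein-coding genes had already been left out. Of the multi-exon transcripts, 26.1% rested on 3 reads and 33.2% on at least 10 reads.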

Although only a small percentage of the retained single-exon transcripts were predicted to be coding (5%), the expression patterns of single-exon transcripts clearly distinguished brain tissues from the others (Supplementary Figure 5), suggesting these transcripts are biologically relevant. Expression of non-coding transcripts also distinguished brain, as well as testis, from other tissues (Supplementary Figure 6). Overall, transcript predictions accounted for 72% (15,716/21,861) of protein-coding genes in the Ensembl annotation and 78% (16,487/21,039) of protein-coding genes in the NCBI annotation.

Comparing the predicted transcript set to either the Ensembl or the NCBI annotations (Supplementary Data 2, 3) revealed that most predicted transcripts either exactly matched a reference transcript exon-by-exon, or demonstrated some same strand overlap with reference exons (Figure 2A). In all, 21% of predicted transcripts exactly matched a reference transcript from either Ensembl or NCBI, 61% were considered novel isoforms of reference genes based on same strand overlap of reference exon(s), 6% did not correspond to a reference gene and were considered novel loci, and 12% were classified as potential artifacts, possibly due to mapping error, pre-mRNA fragments, or polymerase run-on.

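Against the Ensembl annotation alone, 13,195 transcripts (13.3%) matched a reference transcript, with class code “=”, and 55,417 (55.95%) had another class code with same-strand overlap of reference exons. A further 9,220 transcripts (9.31%) had class code “u”, without overlap of a reference gene. The largest single class was “j”, with 27,484 transcripts (27.7%) that share at least 1 splice junction with a reference transcript, followed by “c”, with 20,753 transcripts (21.0%) contained in a reference transcript. Of the 76,110 multi-exon transcripts, 17.0% (95% Wilson interval 16.8% to 17.3%) matched a reference intron chain, and of those supported by at least 10 reads 30.5% did. Matching transcripts had a median support of 14 reads, against 5 reads for the other overlapping transcripts and for those without overlap.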

**FIGURE 2:**
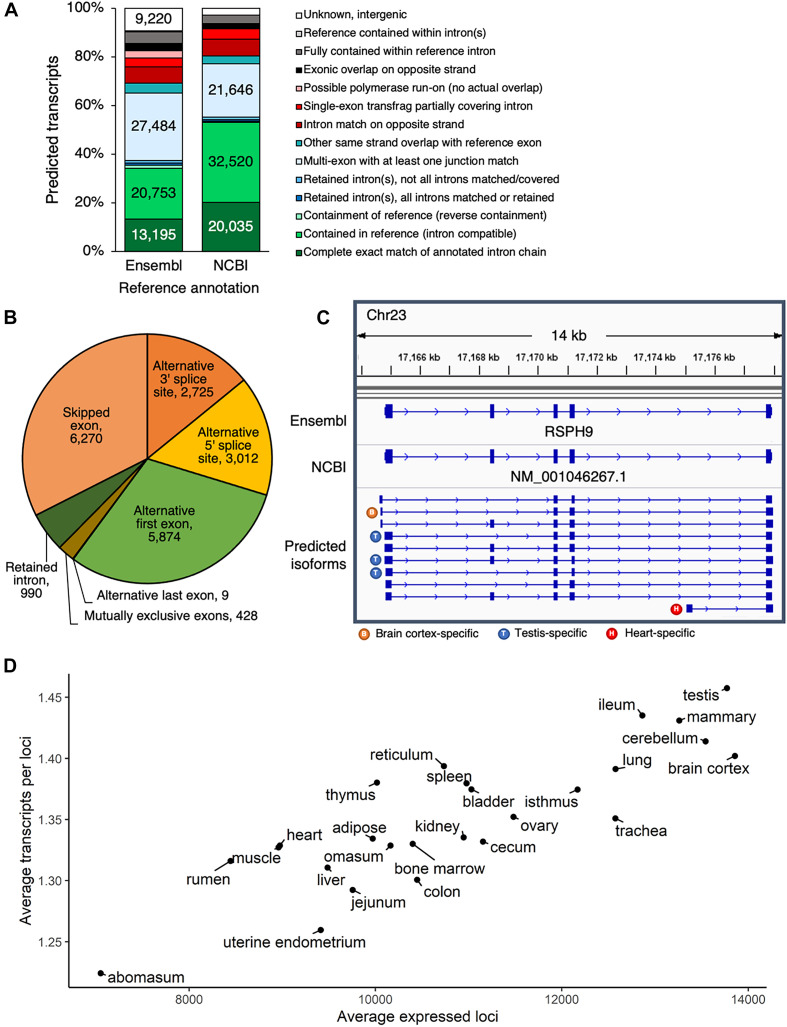
Predicted transcripts capture transcriptome complexity. **(A)** Comparison of predicted isoforms to Ensembl and NCBI gene annotations. **(B)** Frequency of alternative splicing events in predicted multi-exon transcript isoforms. **(C)** Predicted isoforms at the RSPH9 locus, which is thought to code for a component of motile cilia and flagella. In humans, multiple splicing is known to produce transcript variants, but only one transcript had been annotated in cattle, according to both the Ensembl and NCBI annotations. **(D)** Based on the predicted transcript set, number of expressed loci and ratio of expressed transcripts per loci, averaged per tissue.

Considering the largest class of predicted transcripts were novel isoforms of known genes, we then sought to quantify the extent to which variation in transcription start sites, end sites, alternative splicing, and alternative polyadenylation sites contributed to transcriptome complexity. Transcript degradation, especially at the 5′ end, is certainly a concern in long-read transcriptomics, although the 3′ ends are considered to be more reliable. The Pinfish pipeline used to predict transcripts tries to take this limitation into account by collapsing transcripts with similar exon structure and variable 5′ ends, within a 5,000 bp 5′ exon boundary tolerance. Considering all 5′ ends of predicted transcripts (±100 bp), we found that 28% overlapped 5′ ends of Ensembl or RefSeq transcripts (±100 bp), and 45% overlapped TSS (±100 bp) identified by the 5′-complete sequencing technique RAMPAGE (Goszczynski et al., 2020). Even when predicted 5′ ends did not directly coincide with Ensembl, RefSeq or RAMPAGE annotations (Supplementary Data 4), they still preferentially occurred in the vicinity of RAMPAGE TSS (39% of these 5′ ends occurred within 1kb of RAMPAGE TSS) and were not biased downstream of RAMPAGE TSS (Supplementary Figure 7), which would have been characteristic of degradation. Most novel isoforms began within 2 kb of the reference transcription start site (51%, 28,289 transcripts) and terminated within 2 kb of the reference transcription end site (58%, 31,913 transcripts) (Supplementary Figure 8). Additional variation was present at TES, as alternative polyadenylation sites were detected for 30% of reference Ensembl transcripts (5,821/19,613 transcripts) (Supplementary Figure 9).

The main source of transcriptional variation resulted from alternative splicing (Figure 2B). 

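Events were counted among transcripts that share a gene identifier, after SUPPA's definitions and with exact exon boundaries. In all, 17,815 events were found in 8,938 of the 11,367 groups with several multi-exon transcripts. Skipped exons were the most frequent, with 6,269 events (35.2%), followed by 4,380 alternative first exons, 3,025 alternative 5′ splice sites, 2,724 alternative 3′ splice sites, 989 retained introns and 425 mutually exclusive exons. The requirement of read support moved the total most, since transcripts supported by at least 10 reads gave 4,703 events.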

Alternative first exons were common in predicted multi-exon transcripts, reflecting the use of alternative promoters in different regulatory contexts. This phenomenon was clearly reflected at the *RSPH9* locus, which encodes a component of motile flagella and is associated with multiple transcript variants from alternative splicing in humans, although only a single isoform had been annotated in cattle (Figure 2C). 

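Alternative first exons made up 24.6% of the events, and alternative last exons 3 events (0.0168%). The groups are defined by their 3′ ends, which lay within a median of 6 bp of each other in a group. With transcripts grouped by genomic locus instead, a choice made after the values were seen, the median spread of 3′ ends was 4,991 bp, alternative first exons were 20.9% of the events, and 1,597 alternative last exons were found (8.44%).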

Besides the alternative splicing evident at this locus, three different transcription start sites were utilized, resulting in ten isoforms, several of which demonstrated tissue-specific expression patterns (Supplementary Figure 10). 

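RSPH9 (ENSBTAG00000009549) lies on the plus strand of chromosome 23 of ARS-UCD1.2, and its 10 predicted transcripts extend from 17,164,646 to 17,177,981 and were supported by 206 reads. Of these transcripts, 3 start between 17,164,646 and 17,164,670, 6 start between 17,164,828 and 17,164,863, and 1 starts at 17,175,058. The transcript matching the reference, with 5 exons and a start at 17,164,828, had 108 reads. The isoform of the downstream start, with 2 exons, rested on 3 reads, and 5 of the 10 isoforms had at least 10 reads. The gene counts of RSPH9 were highest in testis, at 323 ± 8.13 CPM (SD, n = 2), followed by brain cortex at 119 ± 18.0 CPM (SD, n = 3), and 32 of the 93 libraries had a count. The expression of single isoforms was not analysed here.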

In a given tissue sample, 10,844 ± 2,010 (S.D.) loci were expressed with 1.35 ± 0.06 (S.D.) predicted isoforms expressed per locus. Testis was the most informative tissue, with the most expressed loci and highest ratio of expressed transcripts per gene, whereas abomasum demonstrated the lowest transcriptomic complexity (Figure 2D).

Given the large number of sampled tissues, tissue-specific isoforms could be identified from this dataset with high resolution. Tissue-specific transcripts are fundamental to understanding the basis of biological differences between tissues, and can serve as useful biomarkers (Stutterheim et al., 2008; Prensner et al., 2013), as they are often implicated in tissue-specific functions, development, and disease (Leucci et al., 2016). To identify tissue-specific isoforms, the tissue-specificity index (TSI) was calculated from the average expression of predicted transcripts (transcripts per million; TPM) in each tissue with at least two high-confidence biological replicates (adipose, bladder, bone marrow, brain cortex, cecum, cerebellum, colon, heart, ileum, isthmus, jejunum, kidney, liver, lung, mammary gland, muscle, omasum, ovary, reticulum, rumen, spleen, testis, thymus, trachea, and uterine endometrium) (Supplementary Data 5). For a given transcript, the TSI varies between 0 (uniformly expressed across all tissues) and 1 (uniquely expressed in a single tissue). Transcripts that were only expressed in a single sample were excluded from the tissue-specificity analysis.

Overall, the TSI demonstrated a bimodal distribution, with most transcripts either broadly (TSI closer to zero) or specifically (TSI closer to 1) expressed (Figure 3A). This pattern was observed for both single- and multi-exon transcripts (Supplementary Figure 11A). The TSI was closely linked to the average expression across samples, with highly expressed transcripts (average TPM ≥ 10) more often generally expressed across many tissues, whereas moderately- (1 ≤ average TPM < 10) and lowly expressed transcripts (average TPM < 1) tended to be more tissue-specific (Figure 3B). Overall, 48,867 transcripts (74%) were widely expressed (TSI < 0.5), 7,066 transcripts (11%) were highly tissue-specific (TSI ≥ 0.8), and 10,203 transcripts (15%) demonstrated expression in a small subset of tissues (0.5 ≤ TSI < 0.8). Interestingly, compared with multi-exon transcripts, single-exon transcripts were more likely to be brain-specific (Supplementary Figure 11B), and were generally predicted to be non-coding (95%), which is consistent with the central role of non-coding RNA in the brain (Guennewig and Cooper, 2014). Transcripts with intermediate TSI scores likely includes isoforms specific to higher-order structures from which multiple tissues were sampled (e.g., brain, pre-stomach, gastrointestinal tract), or tissues of similar embryonic origin (e.g., ectodermal, mesodermal, endodermal) as has been observed by previous transcriptomic studies in the pig (Perez-Montarelo et al., 2012).

**FIGURE 3:**
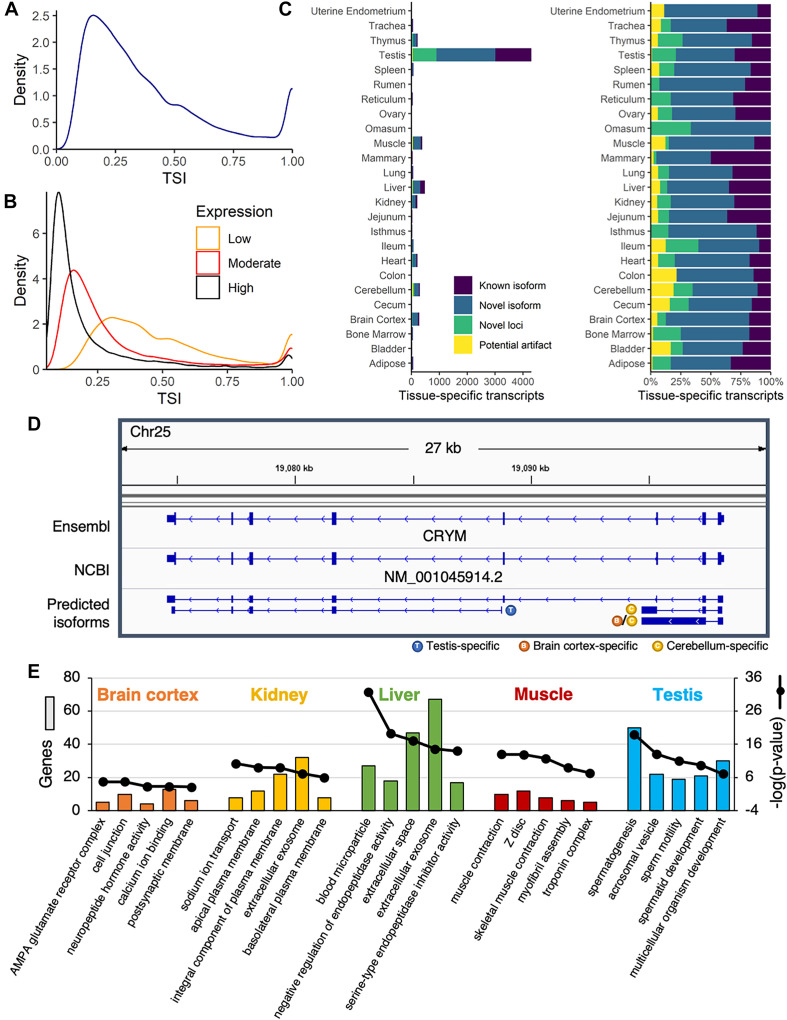
Identification of tissue-specific isoforms. **(A)** Density plot of the tissue-specificity index (TSI) identified for each predicted transcript, based on average transcripts per million (TPM) in each tissue. **(B)** Density plot of TSI for predicted transcripts with low (average TPM < 1), moderate (1 ≤ average TPM < 10), or high expression (average TPM ≥ 10). **(C)** Number of tissue-specific transcripts (TSI ≥ 0.8) attributed to each tissue, categorized as known or novel isoforms, novel loci, or potential artifacts. **(D)** The annotated transcript at the CRYM locus was expressed across a range of tissues, whereas novel isoforms were either testis- or brain-specific. **(E)** Functional enrichment of genes corresponding to tissue-specific isoforms in brain cortex, kidney, liver, muscle, and testis. Top five most significant gene ontology terms reported (Benjamini corrected *p*-value < 0.05).

An overwhelming proportion of tissue-specific transcripts (61%) were attributed to testis, and most of these were either novel isoforms (49%) or novel loci (20%) (Figure 3C). More than 80% of the transcription start sites used by testis-specific isoforms were only active in testis (Supplementary Figure 12), suggesting pervasive use of alternative promoters in this tissue. This alternative promoter usage was evident at the *CRYM* locus, with a novel testis-specific isoform beginning at the third annotated exon (Figure 3D). 

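CRYM (ENSBTAG00000009842) lies on the minus strand of chromosome 25 of ARS-UCD1.2, where 4 predicted transcripts extend from 19,074,620 to 19,098,149. The 8-exon transcript that matches the reference starts at 19,098,149 and was supported by 476 of the 493 reads. A 5-exon transcript starts at 19,088,801, inside the gene, and rested on 3 reads, the smallest cluster that the prediction accepted. The remaining isoforms start at 19,098,126 and 19,098,147, within the start group of the matching transcript, and had 6 and 8 reads. At the gene level CRYM was highest in cerebellum, with 981 ± 212 CPM (SD, n = 4), followed by brain cortex with 358 ± 167 CPM (SD, n = 3) and heart with 150 ± 73.9 CPM (SD, n = 4), besides 361 CPM in the only hypothalamus sample.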

The remaining novel *CRYM* isoforms were brain-specific, whereas the sole annotated transcript variant was broadly expressed across tissues. This locus illustrated a broader pattern: novel isoforms of annotated genes were expressed in fewer tissues and at lower levels than previously annotated isoforms (*p* < 2.2e-16; Welch two sample *t*-test) (Supplementary Figure 13), suggesting that the reference genome annotations failed to capture rare isoforms with potentially significant biological functions. Indeed, genes with tissue-specific isoforms were strongly biased toward tissue-specific functions (Figure 3E).

To gain some insight into the potential biological functions of isoforms at novel loci, transcript sequences were compared against several BLAST databases (Supplementary Data 6). Strong matches (*E*-value < 1e-10) were identified for 93% (5,944/6,370) of transcripts at novel loci when comparing against the NT database (NCBI non-redundant nucleotide sequences), 42% (2,678/6,370) against the NR database (NCBI non-redundant protein sequences), and 12% (794/6,370) against the SwissProt database (curated protein sequences). Based on gene ontology (GO) terms and KEGG pathways associated with SwissProt identifiers, transcripts at novel loci are involved in a variety of biological functions, such as lysine degradation, cAMP signaling, and phosphodiester bond hydrolysis (Figure 4A). Of note, two of the top ten most common biological process GO terms were related to RNA-mediated transposition, indicating that some novel transcripts could correspond to transposons that have not been completely silenced.

**FIGURE 4:**
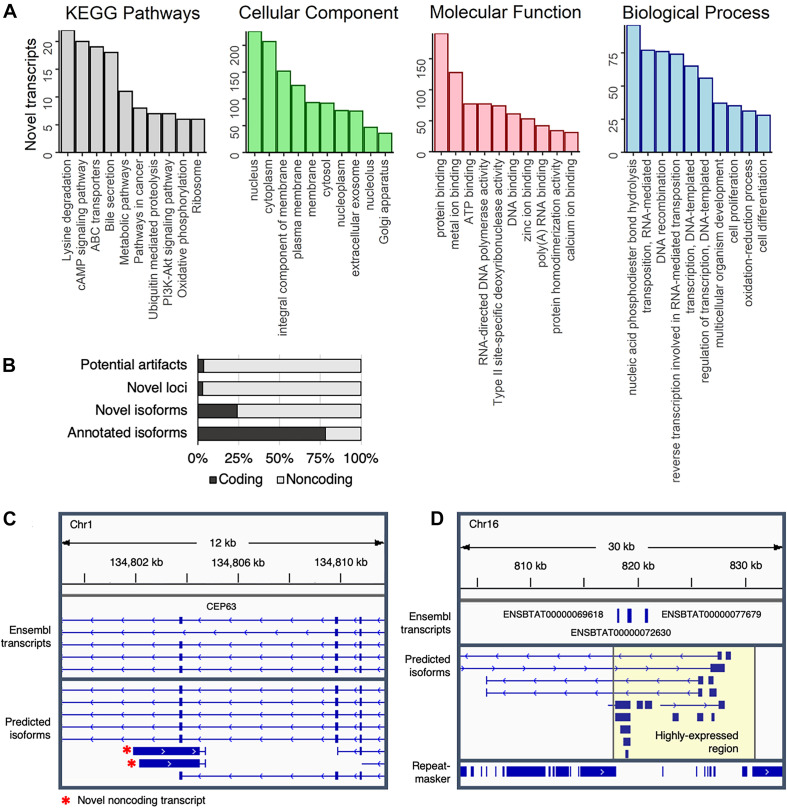
Characterization of predicted transcripts at novel loci. **(A)** The top ten represented KEGG pathways and GO terms (separated into Cellular Component, Molecular Function, and Biological Process terms) represented in transcripts at novel loci that corresponded to a UniProt identifier. **(B)** Coding potential of predicted transcripts. **(C)** Novel non-coding antisense transcript at the CEP63 locus. **(D)** Highly expressed section of chromosome 16. RepeatMasker track shows repetitive elements, which were depleted in the highly expressed region (highlighted in yellow).

The genomic distribution of novel loci was biased toward contigs; whereas only 0.4% of all predicted transcripts (342/99,044) localized to contigs, 7.7% of transcripts at novel intergenic sites (126/1,628) were on contigs. Nevertheless, novel intergenic transcripts preferentially occurred closer to annotated genes (on average 60 kb away from an Ensembl transcript) than would be expected by random chance (on average 140kb away from an Ensembl transcript) (*p* < 2.2e-16; Independent two-group Mann–Whitney *U*-test) (Supplementary Figure 14). 

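Against the Ensembl annotation alone, the file gives class code “u”, no overlap with a reference gene, to 9,220 transcripts, of which 126 (1.37%) lay on contigs. Among the other 89,824 transcripts, 216 (0.240%) lay on contigs (Fisher's exact test, two-sided p = 1.47e-43). Transcripts were found on 69 contigs and 30 chromosomes. The restriction to transcripts without overlap in both annotations was not applied, since the class codes against NCBI RefSeq were not used.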

Transcripts at novel loci tended to be shorter than those of annotated genes with fewer exons (Supplementary Figure 15), despite the exclusion of most intergenic single-exon predicted transcripts.

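Transcripts without overlap of an Ensembl gene had a median length of 570 bases, with quartiles of 385 and 916 bases, and a median of 2 exons. Transcripts matching a reference intron chain had a median length of 1,543 bases, with quartiles of 1,028 and 2,154 bases, and a median of 6 exons. Other transcripts with same-strand overlap of reference exons lay between them, with a median of 841 bases and 4 exons. The share of single-exon transcripts was 41.3%, 1.77% and 16.3% in these classes, in the same order. The interquartile ranges of the first and the matching class do not overlap in length.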

Nearly all predicted transcripts at novel loci appeared to be non-coding (Figure 4B), which could partially explain the lower number of matches in protein-based databases (NR and SwissProt) as compared to the nucleotide-based database (NT). For instance, transcription of the anti-sense strand at the *CEP63* locus – a centrosomal protein crucial for division of brain cells – produces short (∼2 kb long) non-coding transcripts (Figure 4C) that are expressed in a mutually exclusive pattern with the main *CEP63* isoform (Supplementary Figure 16), potentially suggesting that *CEP63* expression is regulated by a previously unannotated antisense non-coding RNA.

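CEP63 (ENSBTAG00000007014) lies on the minus strand of chromosome 1 of ARS-UCD1.2, where 11 predicted sense transcripts extend from 134,765,173 to 134,839,316 and were supported by 68 reads. On the plus strand, 4 transcripts lie between 134,776,159 and 134,804,800 and were supported by 38 reads. A pair of them, with 2 exons and lengths of 2,663 and 2,403 bases, starts at 134,801,935 and 134,802,199 within the extent of the gene and had 14 and 15 reads. The others have 4 and 5 exons, lengths of 481 and 698 bases, and 5 and 4 reads. The sense isoform with the highest support had 7 exons and 20 reads. By gene counts, which are stranded, CEP63 was highest in testis, at 70.5 ± 3.39 CPM (SD, n = 2), on 26 counts, and 75 of the 93 libraries had a count, 231 in all. These counts are few per sample and do not cover the antisense transcripts, whose expression was not analysed here. Whether the sense and antisense transcripts exclude each other in single samples was therefore not tested.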

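On chromosome 16 of ARS-UCD1.2, the region from 815,000 to 830,000 holds 14 predicted transcripts, 12 of them single-exon, with a read support of 1,604,222 reads. This was 16.5% of the summed read support of all predicted transcripts and 6.30% of all uniquely mapped reads, the second share being a choice made after the values were seen. Single-exon transcripts held 99.9992% of the support. The plus strand had 960,210 reads and the minus strand 644,012 reads. The largest transcript lies on the plus strand from 826,745 to 827,432, without overlap of a reference gene, and had 960,044 reads, 59.8% of the region. The next 2, on the minus strand from 828,268 to 828,767 and from 826,634 to 827,088, had 311,121 and 205,896 reads, and the 3 together held 92.1% of the reads of the region. Transcripts assigned to the reference genes of the region had 40,563 reads.

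**Figure D2:**
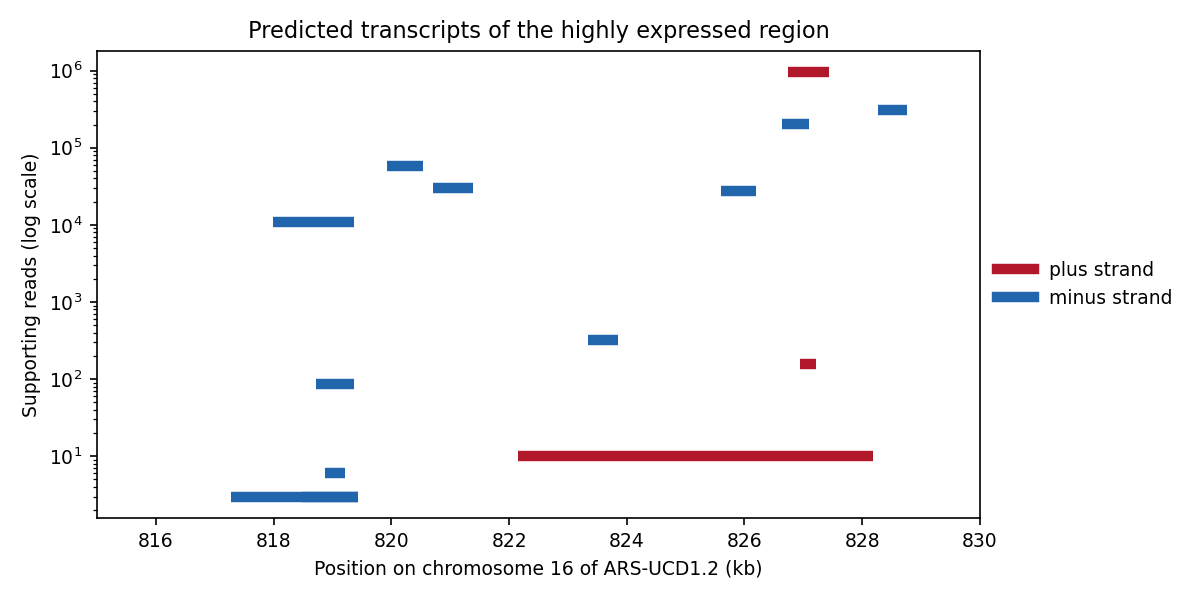
Read support (log scale) of each of the 14 predicted transcripts against its position on chromosome 16 of ARS-UCD1.2 in kb, with each bar spanning a transcript from its start to its end and colored by strand. The largest transcript, on the plus strand, stands at 960,044 reads and overlaps a minus-strand transcript of 205,896 reads.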

Of note, more than 1.5 million reads (6.5% of the entire dataset), were aligned to a single 15 kb region on chromosome 16 (Figure 4D). Surprisingly, this region contained no RefSeq transcripts, although the Ensembl annotation included three single-exon transcripts that were predicted to code for NADH hydrogenase and ATP synthase subunits. Considering this region was strongly expressed across all samples (Supplementary Figure 17), these transcripts likely serve fundamental biological roles that remain to be established. Additionally, because gene expression is generally normalized based only on reads that align to the exome, the inclusion of these loci in future annotations could improve estimates of gene expression in transcriptomic-based studies.

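The 3 reference genes of the region had 38,749 gene counts over the 93 libraries, 0.240% of all gene counts, and every library had a count of at least 1 of them. ENSBTAG00000050274 had 34,871 of these counts, in 92 libraries, and its mean level was highest in brain cortex, at 6,955 CPM, and lowest in thyroid, at 441 CPM. ENSBTAG00000049875 had 2,562 counts in all 93 libraries and ENSBTAG00000048925 had 1,316 counts in 90 libraries. Most transcripts of the region overlap no reference gene and so have no gene count. The copy of Supplementary Data 5 used here holds 683 rows and 49 libraries, and includes 1 transcript of the region, the one with 960,044 reads. In the paper's values it was above 0 TPM in 49 of the 49 libraries, from 33.5 to 3,083 TPM with a median of 475 TPM. The TPM rest on reads mapped to the predicted transcripts, another measure than read support. They lie far below its part of the read support, 960,044 of 9,706,023 reads over all libraries. The cause of this gap was not tested.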

## Discussion

Although long-read sequencing has been extensively implemented for the study of transcription dynamics, resulting datasets have generally either been limited by sample size or sequencing depth. To address this limitation, here we demonstrate that by coupling ONT sequencing with large-scale multiplexing, we were able to profile the full-length transcriptomes of 32 adult bovine tissues from a single ONT flow cell. Of the nearly 100,000 predicted transcripts, over 60% were novel isoforms of reference genes, indicating that the complexity of the bovine transcriptome is comparable to what has been described in humans. Moreover, this high percentage of novel isoforms is consistent with other studies that have used long-read sequencing to improve annotations in pigs (80% of identified transcripts were novel), rabbits (66%), and cattle (60%) (Chen et al., 2017; Beiki et al., 2019; Rosen et al., 2020). Compared to previous efforts to annotate full-length bovine transcripts (Rosen et al., 2020), this study leveraged a single ONT flow cell to interrogate more tissues (32 versus 23) from multiple individuals (four replicates versus one) at a greater sequencing depth (25 million versus 553,798 reads). In terms of cost, speed, and throughput, these comparisons highlight the power of this method for transcriptome annotation.

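Against Ensembl, 72,188 predicted transcripts were assigned to 16,627 reference genes, 4.34 transcripts per gene. This ratio covers only genes with an assigned transcript and differs from the paper's 3.57, which is over 20,811 loci. The 16,627 genes had a median of 157 gene counts over all libraries.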

Overall, our transcript predictions substantially increased the ratio of isoform variants per reference bovine gene from 1.59 to 3.57 (74,312 transcripts at 20,811 reference Ensembl loci), which is consistent with the ratio observed in humans (3.78 transcripts per reference Ensembl locus) (Supplementary Figure 18). Although not all of the 5′ ends of predicted transcripts directly overlapped Ensembl, RefSeq, or RAMPAGE TSS, the corresponding transcripts (Supplementary Data 4) were not disregarded. Just as this study cannot provide a comprehensive catalog of full-length bovine transcripts, analysis of RAMPAGE data may have missed credible TSS. Further efforts to annotate regulatory elements in bovine tissues (i.e., by profiling chromatin accessibility and histone modifications) should help to further refine the 5′ ends of transcript models; however, these data are not yet available for all tissues.

Notably, this study only profiled samples from a single breed – Hereford – which was specifically chosen because it is also the basis for the current bovine genome assembly. Consequently, these data cannot account for the substantial phenotypic and genetic variation observed between different breeds and subspecies of cattle (Weigel et al., 2017). For instance, taurine breeds are known to have higher fertility than indicine breeds, whereas indicine breeds demonstrate higher resistance to disease and parasites and thrive in hotter climates. Although a recent study reported identification of haplotype-specific transcripts by PacBio sequencing, the dataset was limited to seven tissues from a *Bos Taurus* hybrid fetus (Low et al., 2020). Moving forward, it will be of considerable scientific and economic interest to continue investigating breed-specific transcriptomes, with the goal of better understanding the biological mechanisms that underpin phenotypic differences between animals.

Although this study interrogated over 30 adult tissues, the resulting annotation is still far from exhaustive. 

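Of the 27,607 genes listed in the count files, 21,521 had at least 1 count over all libraries, 78.0% (95% Wilson interval 77.5% to 78.4%). With at least 10 counts the share was 61.9%, the lowest of the definitions tried. Predicted transcripts were assigned to 16,627 genes, 60.2% of those listed. Of the genes with a count, 4,943 had no predicted transcript, and their median was 3 counts over the 93 libraries, the number of alignments a prediction needs. A gene without a count in 16,179,130 gene counts is not shown to be silent, as 3 counts in all could be missed by chance.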

Transcription was only detected at about 60% of reference loci; the remainder may not have been expressed in the sampled tissues, or may have been expressed at such a low level that expression was not detected due to lower sequencing depth per sample. On average, we found each tissue expressed about 10,000 loci, although some tissues – specifically brain and testis – demonstrated substantially more complex transcriptomes. On the other hand, nearly 30% of all reads attributed to abomasum samples originated from *LYZ2* (Supplementary Data 7), part of the lysozyme *c* family of digestive proteins that play an important role in ruminant digestion (Irwin, 2015). Such highly abundant transcripts can be problematic for transcriptomic studies, as they make it harder to detect rare transcripts with potential biological significance. This problem is intensified for long-read sequencing methods, which generally have lower throughput; however, it is possible to specifically target such transcripts by hybridization, for example by the CRISPR-Cas9 based method DASH (depletion of abundant sequences by hybridization) (Gu et al., 2016) which was recently employed to deplete hemoglobin transcripts prior to ONT sequencing of polar bear blood (Byrne et al., 2019). 

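Counted over the samples of a tissue together, with at least 1 count in any, a tissue had 12,142 ± 1,721 expressed genes (SD, n = 32 tissues). The values ranged from 6,332 in duodenum, with 1 sample, to 14,319 in cerebellum, with 4. With each sample drawn to 40,000 gene counts before its tissue was put together, so that tissues with more samples still had more counts, the mean was 8,552, and with a minimum of 10 counts 4,615. Testis, with 14,064 genes, and brain cortex, with 14,056, followed cerebellum.

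**Figure D3:**
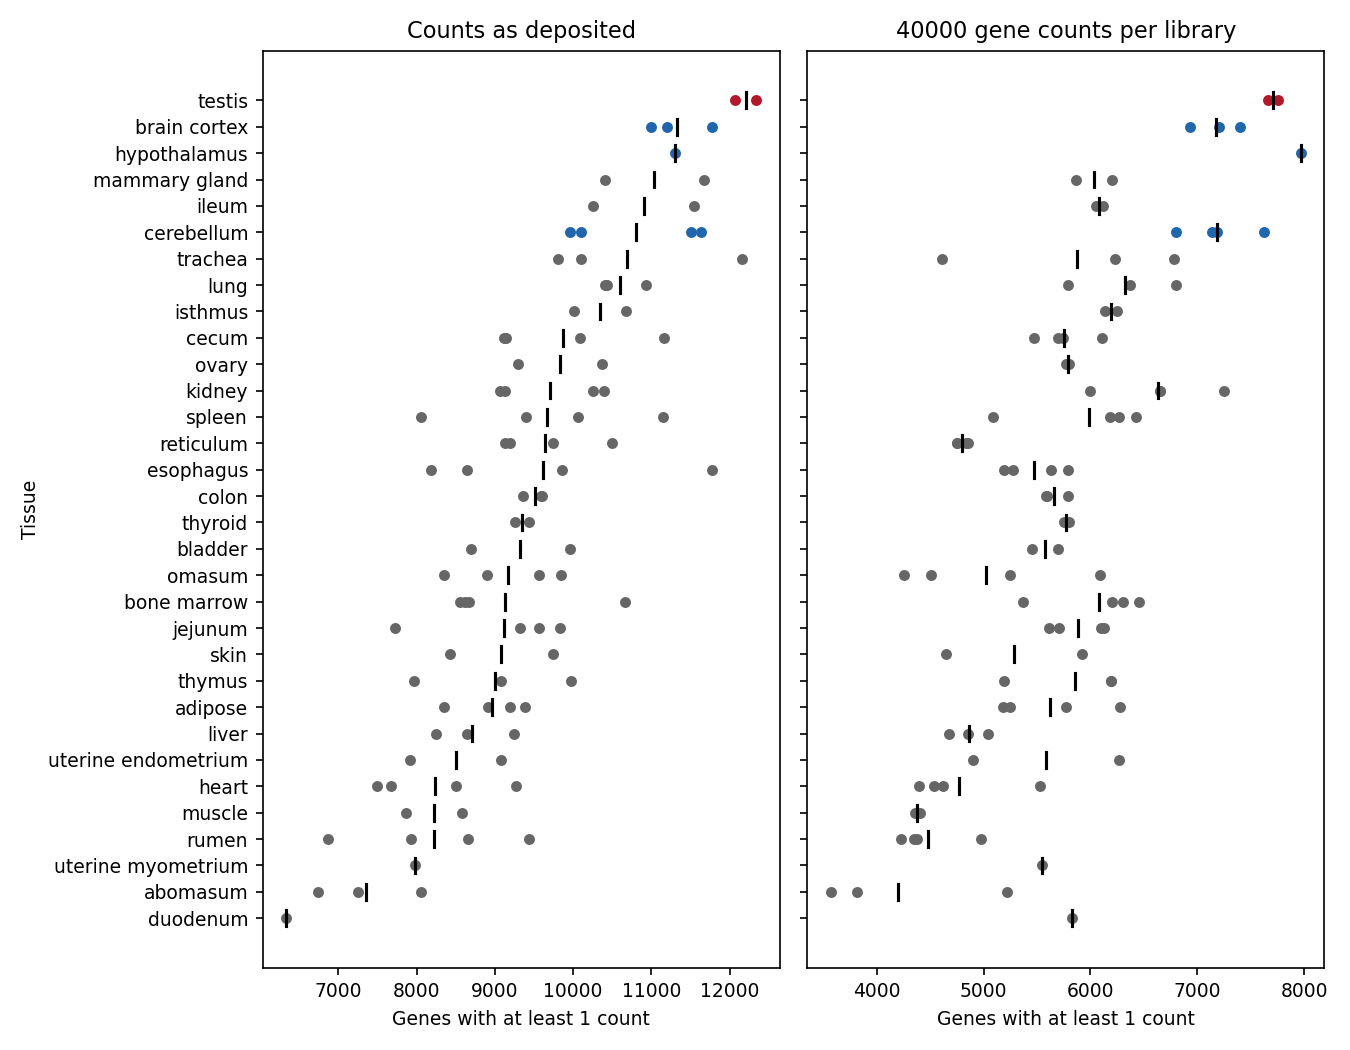
Genes with at least 1 count per sample for each tissue, as deposited and after drawing 40,000 gene counts per sample, with 1 point per sample and a vertical line at the tissue mean, testis in red and brain tissues in blue, lung-M1 left out. Testis has the highest mean as deposited, 12,204 genes, and after drawing it is second to hypothalamus, a single sample with 7,970 genes.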

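LYZ2 (ENSBTAG00000026088) held 26.8% of the gene counts of abomasum-F1 (95% Wilson interval 26.6% to 26.999%) and 29.9% of those of abomasum-M2 (29.7% to 30.1%). In abomasum-M1 it held 0.00847%, on 10 counts of 118,058. The mean over the 3 samples was 18.9% ± 16.4 (SD, n = 3), and without abomasum-M1 28.3%. Of all uniquely mapped reads, reads on no gene included, the mean share was 15.5%. LYZ1 (ENSBTAG00000046511) held 11.0% and 10.4%, and PGA5 7.99% and 7.17%, of the gene counts of abomasum-F1 and abomasum-M2. Each had 4 counts in abomasum-M1. Another gene with the symbol LYZ1, ENSBTAG00000011941, had its highest tissue mean in rumen, at 6,023 CPM. LYZ1 and LYZ2 are lysozyme paralogs, so the division of reads between them is uncertain. In samples of other tissues LYZ2 had 0.0415% of the gene counts at most.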

To gain a more complete picture of transcription in bovine abomasum or blood – the latter of which was not profiled in this study – it will likely be necessary to deplete abundant transcripts, such as lysozyme and hemoglobin, in order to detect rarer isoforms.

Another potential limitation of our approach is that it was based on cDNA, the generation of which is inherently limited by the capacity of reverse transcriptase to amplify long transcripts. As a result, it was difficult to capture full-length transcripts for some of the longest genes, such as titin (*TTN*), which also tended to produce fragmented Iso-seq reads (Rosen et al., 2020). In addition to fragment length limitations, PCR amplification can also introduce substantial GC-content bias into libraries (Mamanova et al., 2010), altering transcript abundance and library complexity. Furthermore, by using oligo-dT primers for cDNA generation, as opposed to random primers, our transcript predictions are likely biased against RNAs that are generally not polyadenylated (e.g., non-coding RNAs). Single-molecule sequencing platforms, such as the MinION (Garalde et al., 2018), avoid these PCR biases altogether by reading native RNA nucleotides directly as they pass through a nanoscale sensor. Moreover, direct RNA sequencing can identify post-transcriptional events like ribonucleotide modifications, which are increasingly recognized as key regulators of several biological processes (Jantsch et al., 2018).

Nevertheless, native RNA long-read sequencing is somewhat limited by throughput and transcript truncation. A single MinION flow cell produces only about half a million aligned reads (Soneson et al., 2019), as compared to the 30 million aligned reads generated by this study from a single PromethION flow cell. In addition, a significant portion of native RNA reads are truncated during Nanopore direct RNA sequencing, especially the last 10–15 nucleotides at the 5′ end (Soneson et al., 2019; Workman et al., 2019). In theory, this issue could be resolved by filtering out ONT reads that do not begin within defined promoters, which were recently experimentally determined in cattle (Goszczynski et al., 2020), but this approach would undoubtedly reduce the quantitative nature of the data.

These limitations notwithstanding, as long-read sequencing technologies continue to improve, both native RNA and single-cell ONT strategies are likely to become increasingly accurate, informative and practical, providing unprecedented insight into transcriptome complexity and cell-to-cell heterogeneity (Lebrigand et al., 2020). In fact, recent efforts to computationally correct sequencing errors in ONT data are capable of reducing the error rate from 14% (Workman et al., 2019) to about 1% (Sahlin et al., 2020), such that it should be possible for future studies to use ONT sequencing for reference-free *de novo* transcriptome analysis.

As it stands, we have demonstrated the potential for multiplexing paired with ONT sequencing as a powerful and accessible technique for isoform identification and expression profiling. Nevertheless, to comprehensively capture the transcriptomic complexity of the bovine genome, future studies will need to continue to characterize transcript isoforms in a broader range of tissues and cell types, representing different developmental stages, disease states, and physiological conditions. The ability to identify full-length transcripts from nearly one hundred samples using a single ONT flow cell makes the task of exhaustively annotating a mammalian transcriptome significantly more feasible.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE160028.

## Ethics Statement

The animal study was reviewed and approved by the University of California, Davis Institutional Animal Care and Use Committee.

## Author Contributions

PR designed the study. JM and HZ contributed to the experimental design. AI-T performed the RNA extractions and generated libraries for sequencing. MH and DG performed the bioinformatics analyses. MH and PR wrote the manuscript. All the authors have read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Large-Scale Multiplexing Permits Full-Length Transcriptome Annotation of 32 Bovine Tissues From a Single Nanopore Flow Cell
**Source:** Front Genet. 2021 May 20;12:664260. doi: 10.3389/fgene.2021.664260
**Supplement:** Supplementary file 8

## Supplementary Figures, Tables, and Data

Large-scale multiplexing permits full-length transcriptome annotation of 32 bovine tissues from a single Nanopore flow cell

Halstead et al.

**Supplementary Data 1.** Gene-level raw expression counts (Ensembl v101 annotation) prior to transcript predictions.

**Supplementary Data 2.** Predicted bovine transcripts in GTF format, as compared to the Ensembl annotation (v101).

**Supplementary Data 3.** Predicted bovine transcripts in GTF format, as compared to the NCBI RefSeq annotation (release 106).

**Supplementary Data 4.** List of predicted transcripts with 5' ends that did not correspond to Ensembl, RefSeq, or RAMPAGE annotations.

**Supplementary Data 5.** Transcript-level normalized counts (transcripts per million; TPM) for predicted transcripts.

**Supplementary Data 6.** Novel transcript characterization, including transcript length, coding potential, BLAST hits from (NT, NR, and SwissProt databases), and associated functions (GO terms, KEGG pathways, and COG terms).

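The table ranks genes by their share of the gene counts of a sample. Computed from the deposited counts, 279 of the 279 listed genes, 3 in each of the 93 libraries, had the rank given there.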

**Supplementary Data 7.** Top three most highly expressed genes per sample.

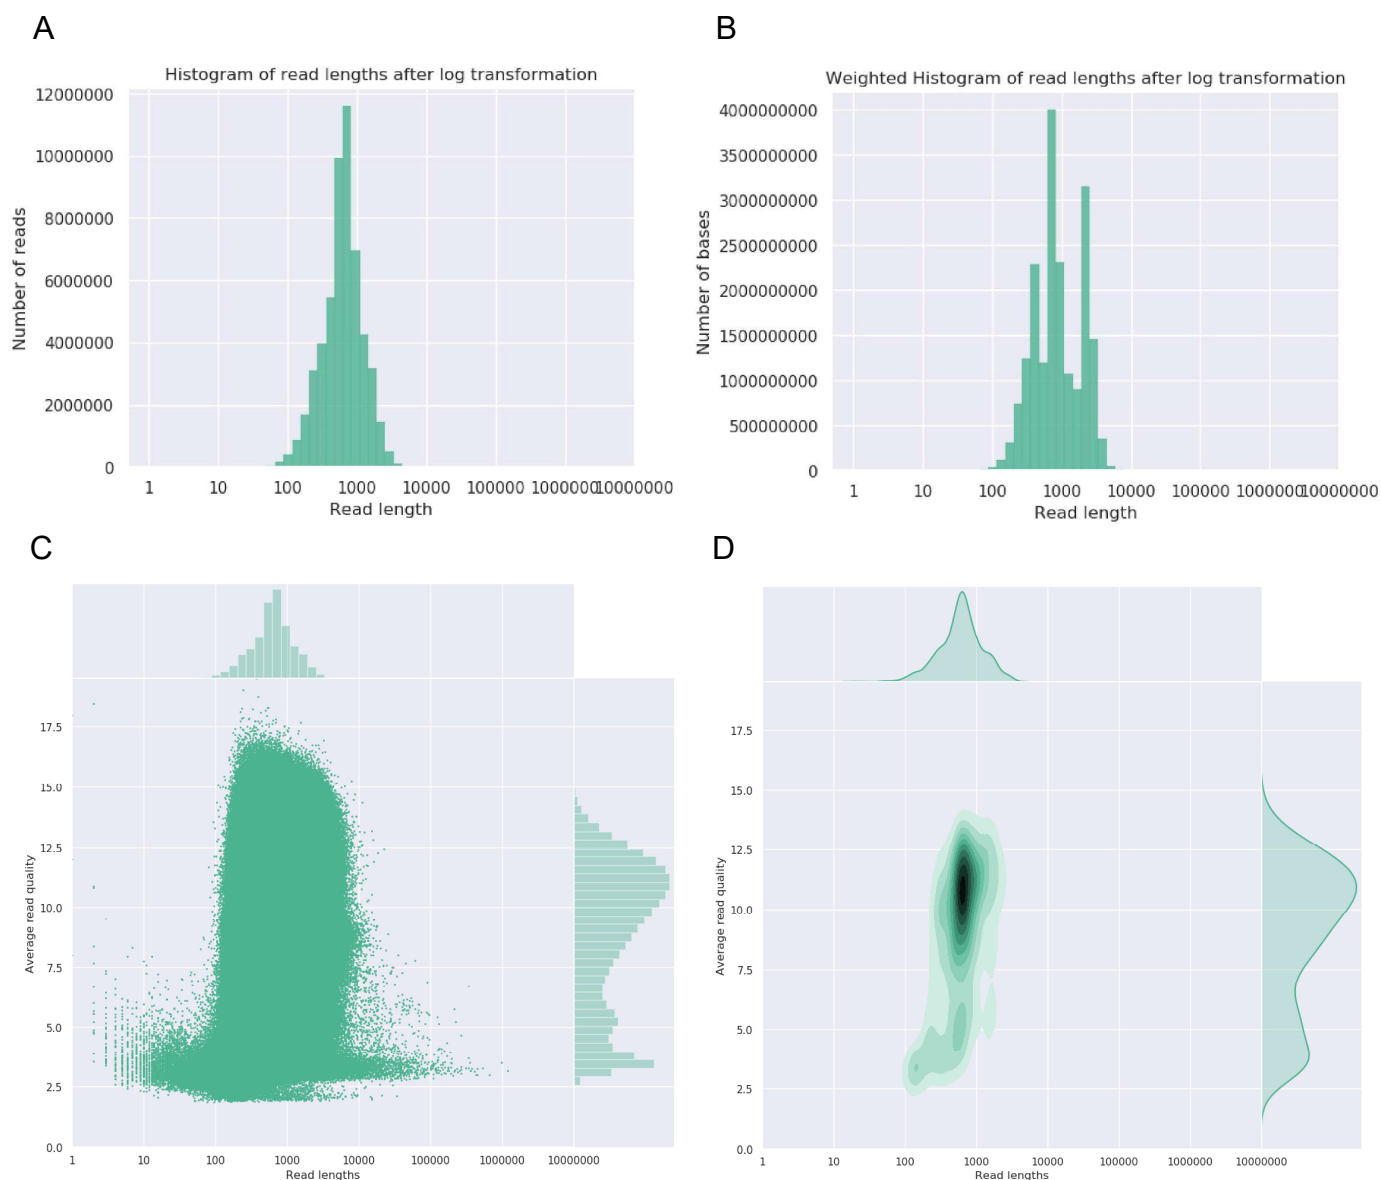

**Supplementary Figure 1.** Quality control of non-demultiplexed raw ONT sequencing reads. (A) Histogram of read lengths after log transformation. (B) Weighted histogram of read lengths after log transformation. (C) Bivariate plot comparing read lengths after log transformation with average Phred quality score. (D) Bivariate density plot comparing read lengths after log transformation with average Phred quality score.

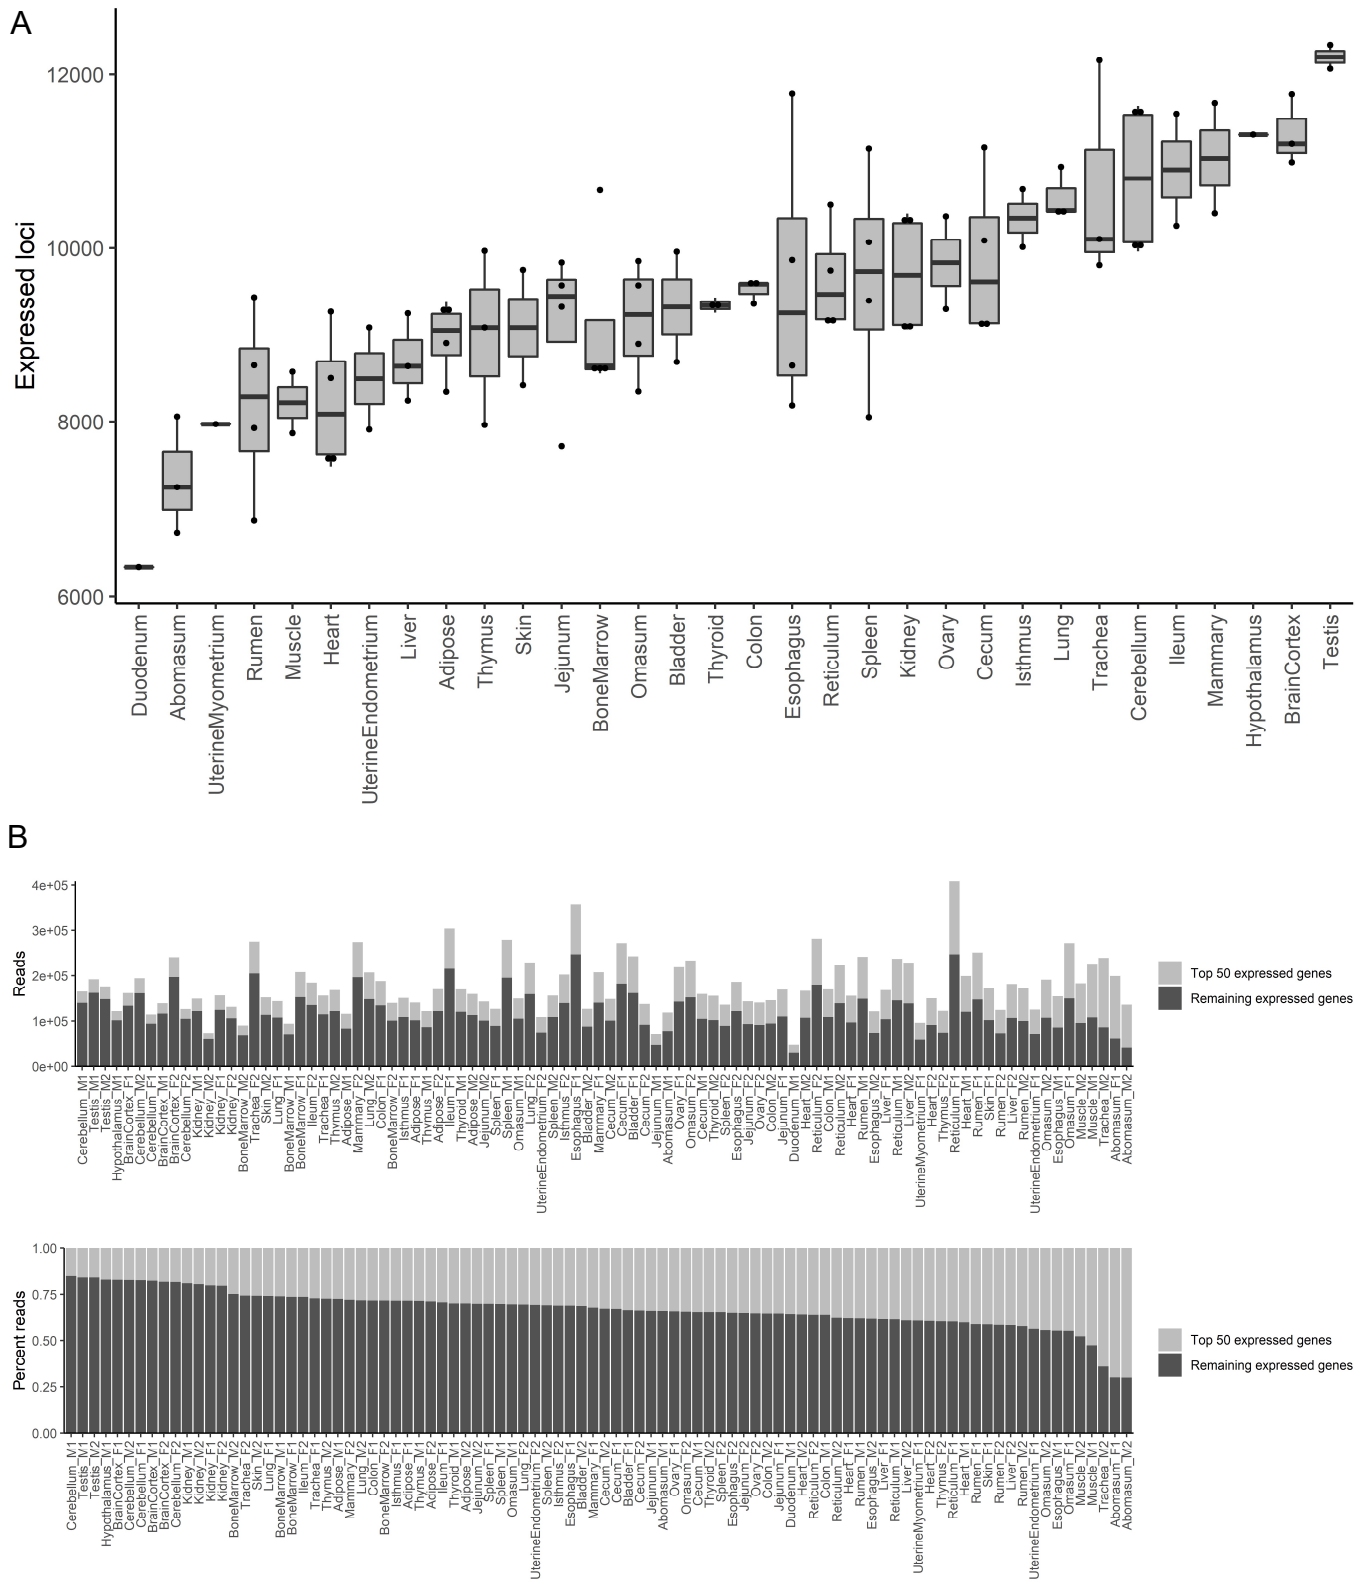

**Supplementary Figure 2.** Tissue transcriptome complexity. (A) Number of Ensembl loci (genes) that were attributed at least one full-length uniquely aligned reads in each sample, summarized by tissue, and sorted by average number of expressed loci. (B) For each sample, proportion of full-length uniquely aligned reads attributed to the top 50 most highly expressed loci.

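Samples of testis had 12,066 and 12,342 expressed genes, and the mean of the tissue was the highest of the 32 tissues. It was followed by brain cortex with 11,323 ± 406 (SD, n = 3), hypothalamus with 11,306 in its only sample, mammary gland with 11,038 ± 899 (SD, n = 2), ileum with 10,905 ± 914 (SD, n = 2) and cerebellum with 10,802 ± 892 (SD, n = 4). The lowest means were those of abomasum, 7,349 ± 669 (SD, n = 3), and of duodenum, 6,332 in a single sample of 47,537 gene counts. At equal depth abomasum was the lowest, with 4,202 ± 891 genes, and duodenum had 5,829.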

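Summed over the 50 genes with the most counts of each sample, the share of gene counts was 57.7% ± 20.7 in abomasum (SD, n = 3), from 33.8% in abomasum-M1 to 69.7% in abomasum-M2, and 50.2% ± 3.30 in muscle (SD, n = 2). It was lowest in testis, 15.7% ± 0.0136 (SD, n = 2), and was 16.8% ± 1.34 in cerebellum (SD, n = 4) and 17.4% ± 0.532 in brain cortex (SD, n = 3).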

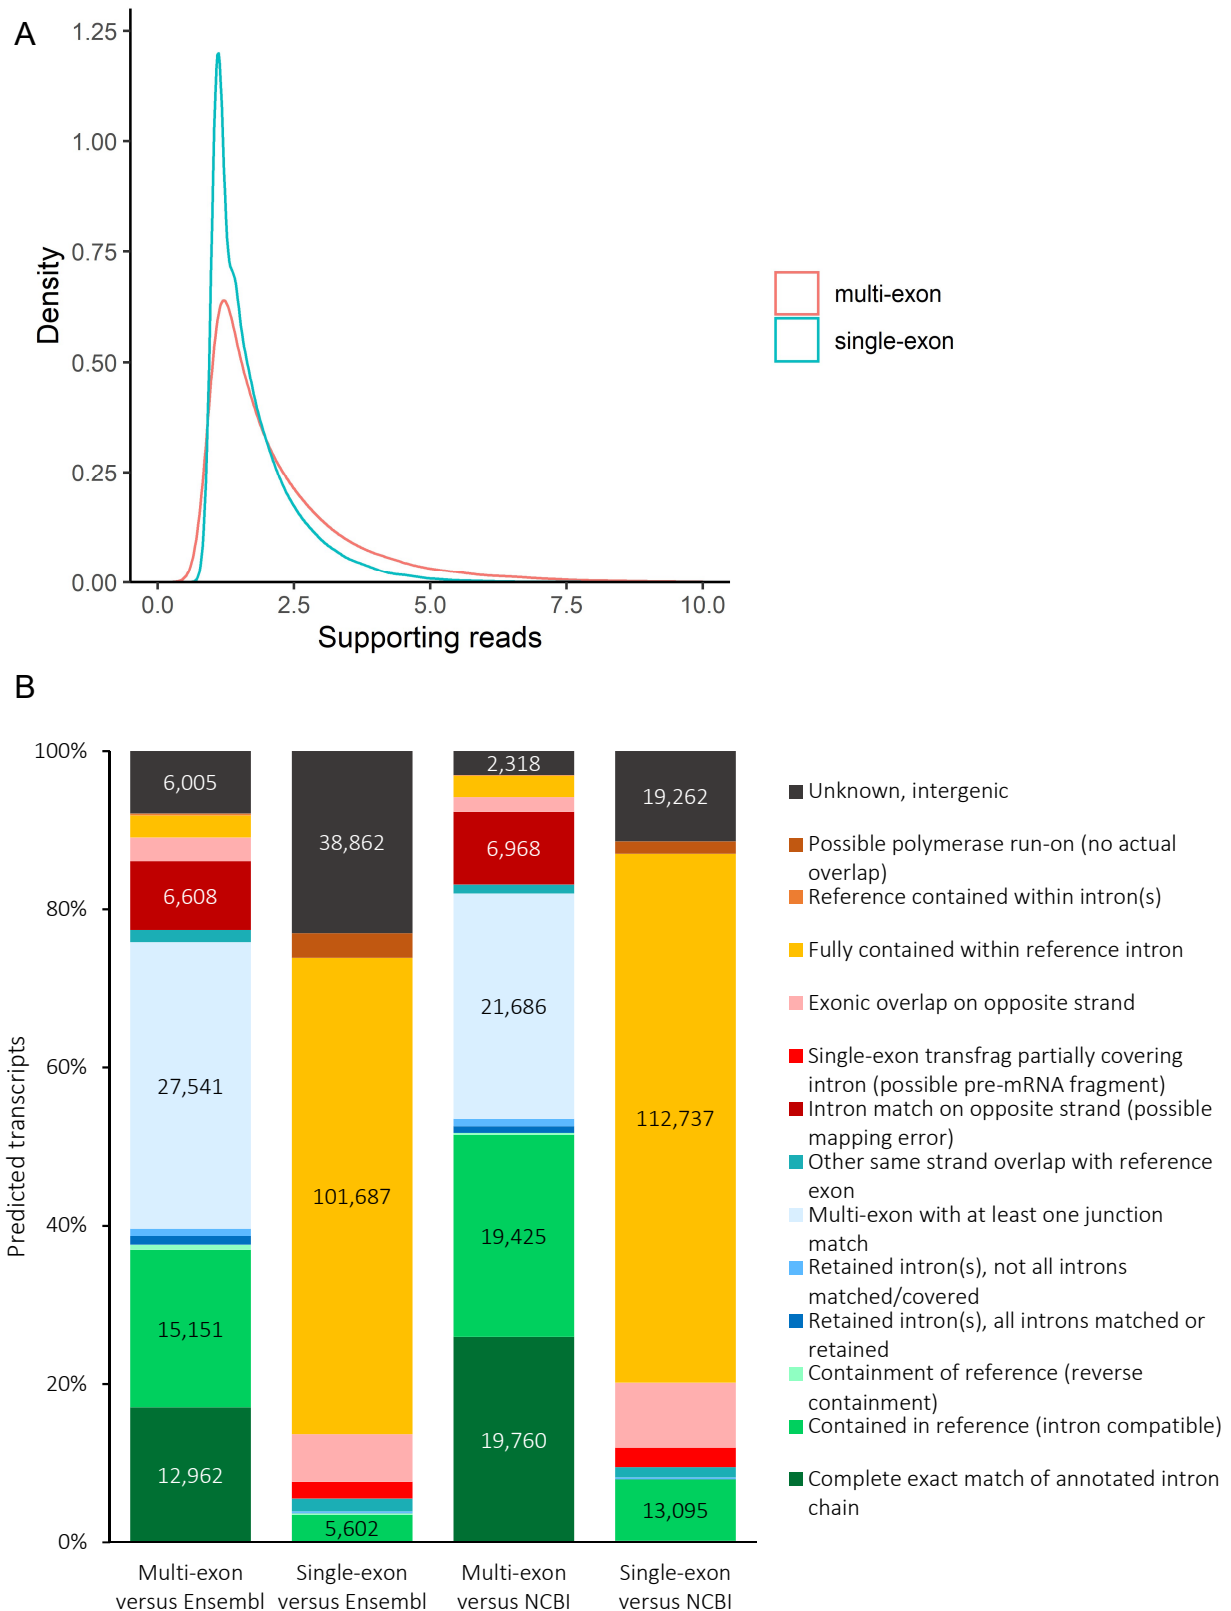

**Supplementary Figure 3.** Predicted single- and multi-exon transcripts. (A) Density plots showing number of reads supporting single- or multi-exon transcripts. (B) Localization of all predicted transcripts relative to the Ensembl (v101) or NCBI (release 106) gene annotations.

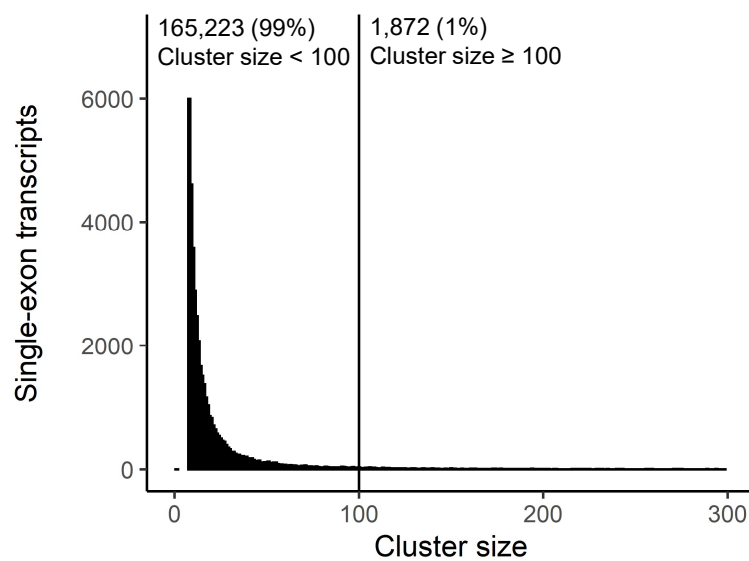

**Supplementary Figure 4.** Distribution of cluster size (i.e., number of supporting read alignments) for all 168,835 predicted single-exon transcripts. Only single-exon transcripts with a cluster size  $\geq 100$  (the top 1% of supported single-exon transcripts) were retained in the final set of predicted transcripts.

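Of the single-exon transcripts in the deposited file, 1,872 had a read support of at least 100 reads and 20,622 had less. Of the latter, 12,229 (59.3%) were assigned an Ensembl gene in the file.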

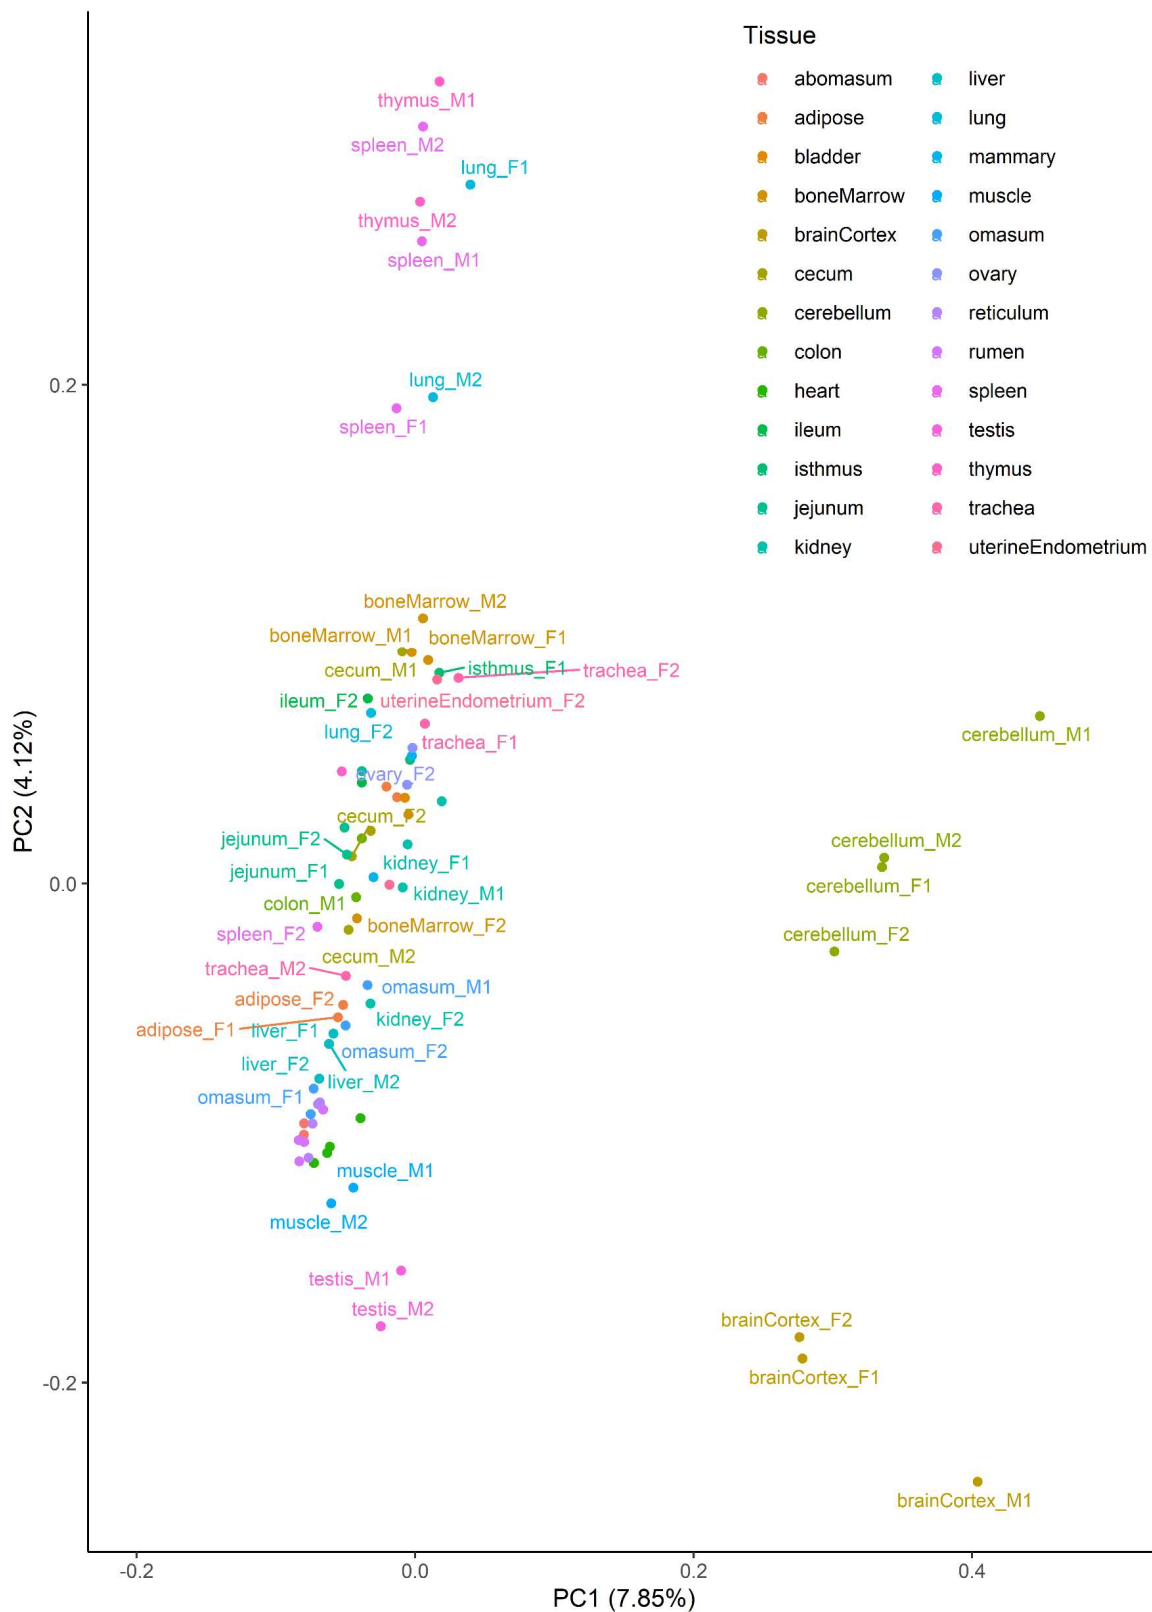

**Supplementary Figure 5.** PCA plot of samples, based on normalized expression (TPM) of single-exon transcripts.

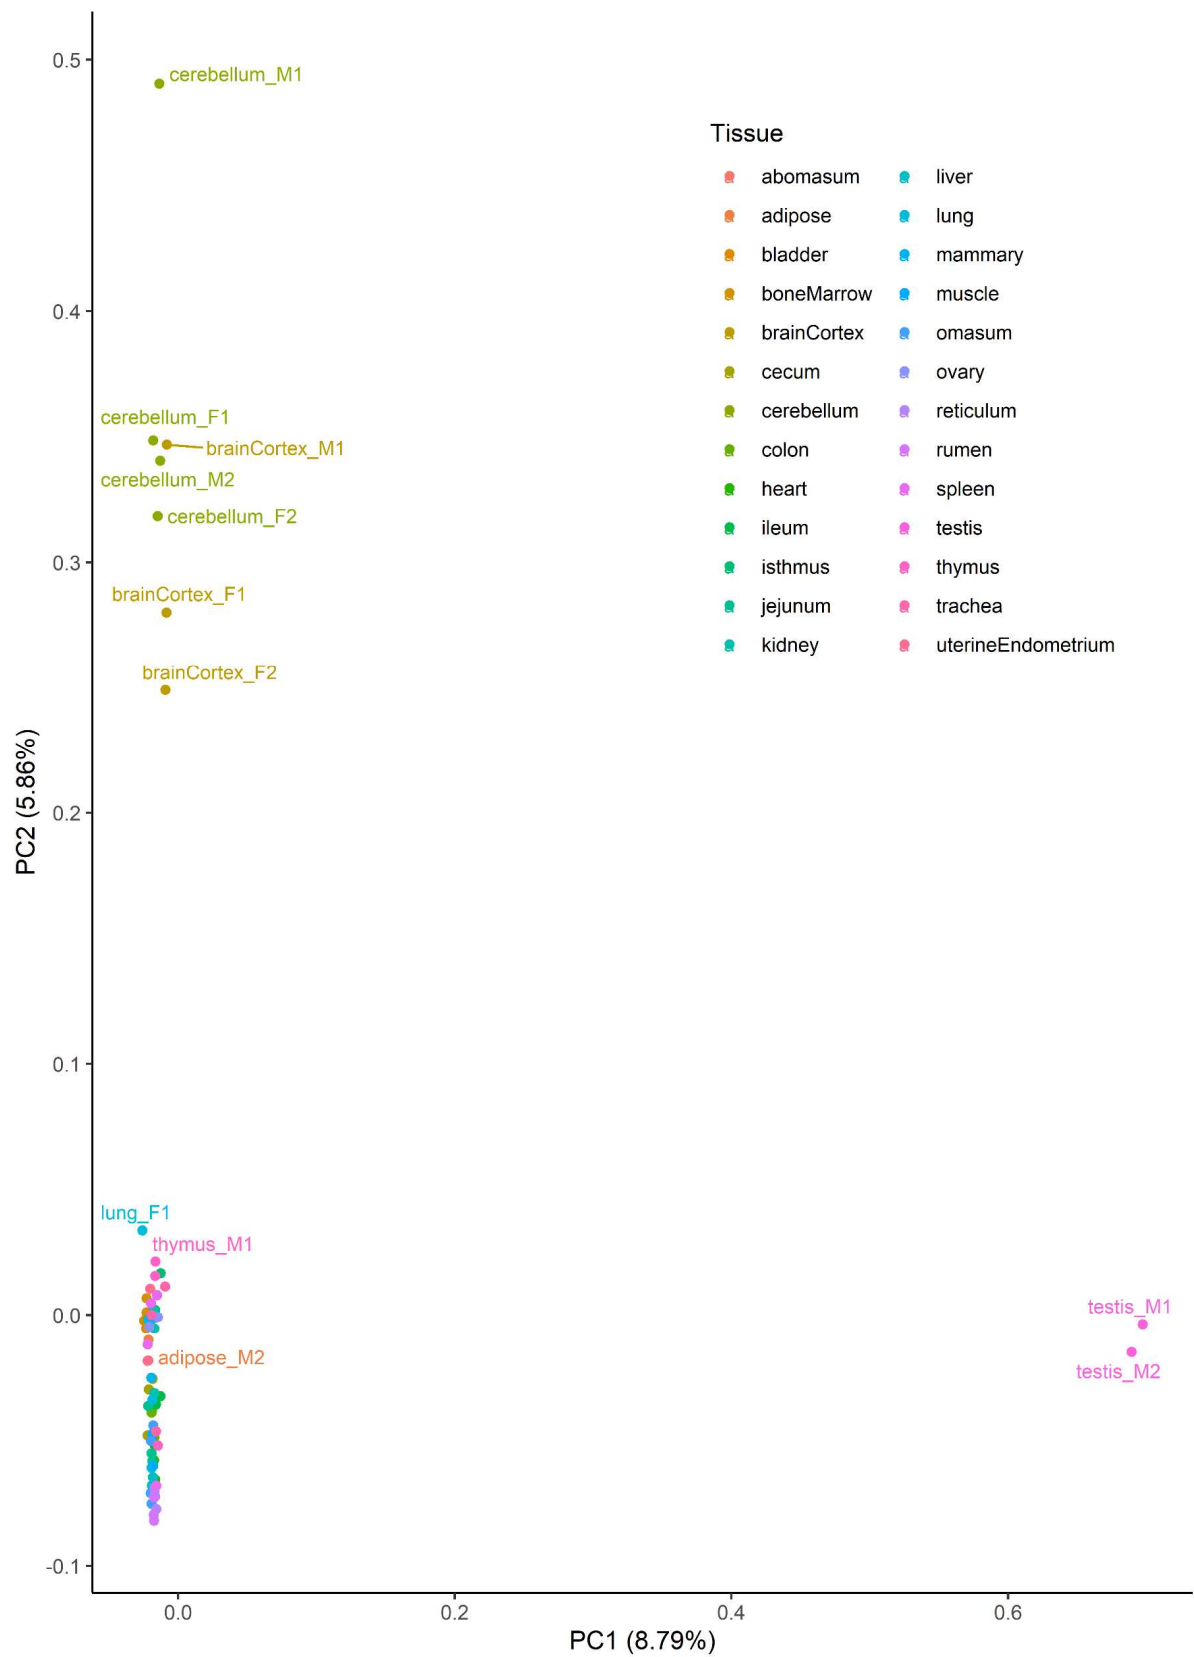

**Supplementary Figure 6.** PCA plot of samples, based on normalized expression (TPM) of non-coding transcripts.

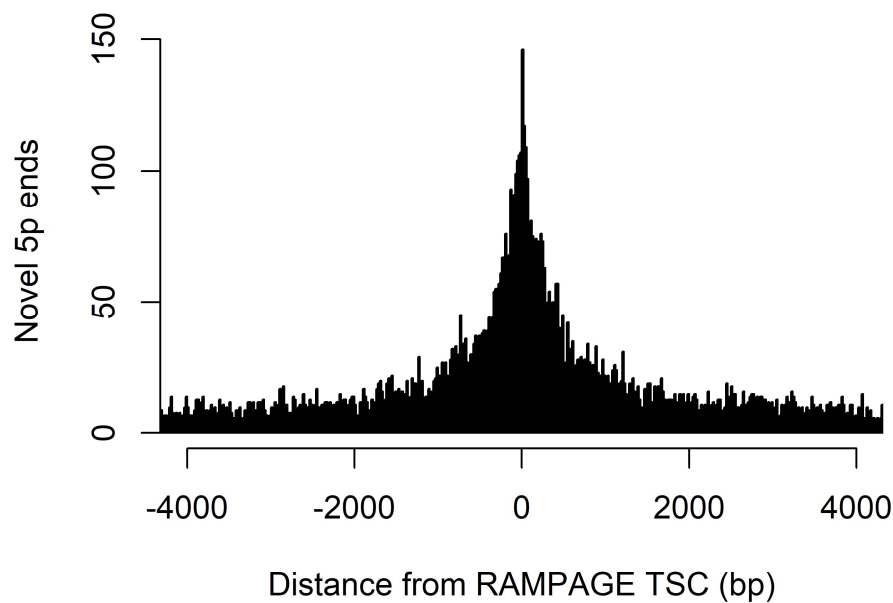

**Supplementary Figure 7.** Distance between novel 5' ends of predicted transcripts relative to transcription start site clusters (TSC) predicted from RAMPAGE data. Novel 5' ends ( $\pm 100$ bp) were those that did not directly intersect with annotated 5' ends (Ensembl and Refseq,  $\pm 100$ bp) or RAMPAGE TSCs ( $\pm 100$ bp). Positive values indicate novel 5' ends that were downstream of RAMPAGE TSC, and negative values indicate novel 5' ends were upstream of TSC.

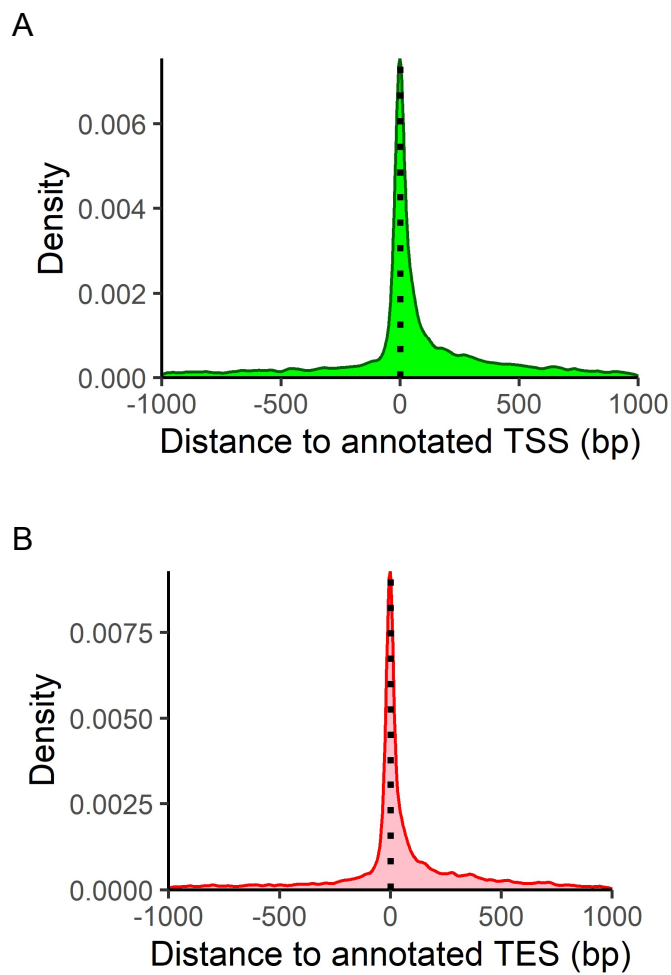

**Supplementary Figure 8.** Localization of transcription start (TSS) and end sites (TES) of novel isoforms relative to reference (A) TSS and (B) TES from the Ensembl annotation (v101).

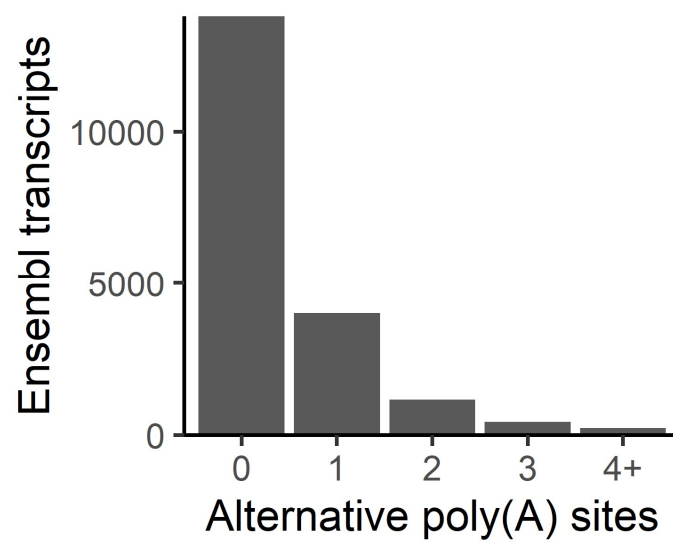

**Supplementary Figure 9.** Frequency of alternative poly(A) sites detected from ONT sequencing data for Ensembl (v101) reference transcripts.

**A**

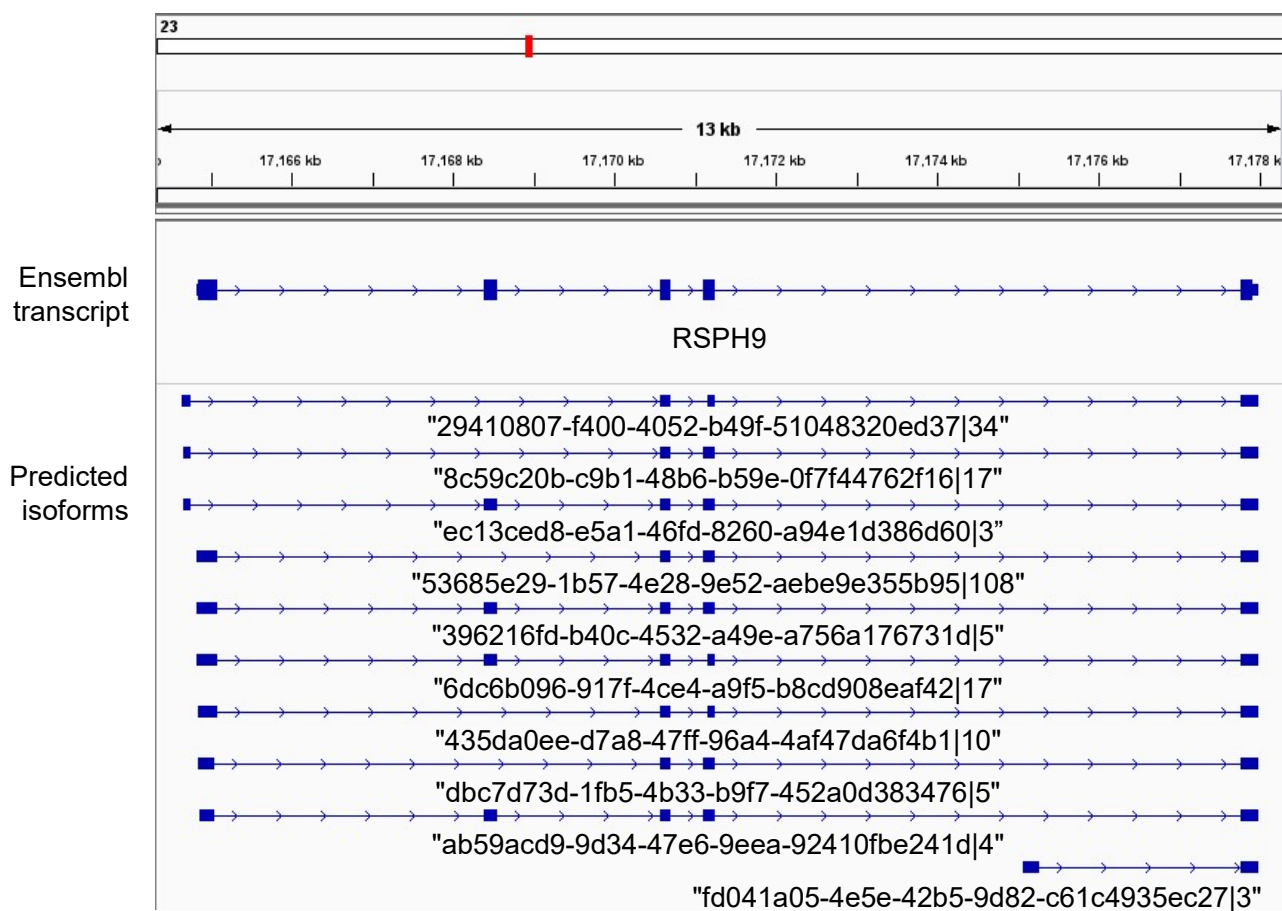

B

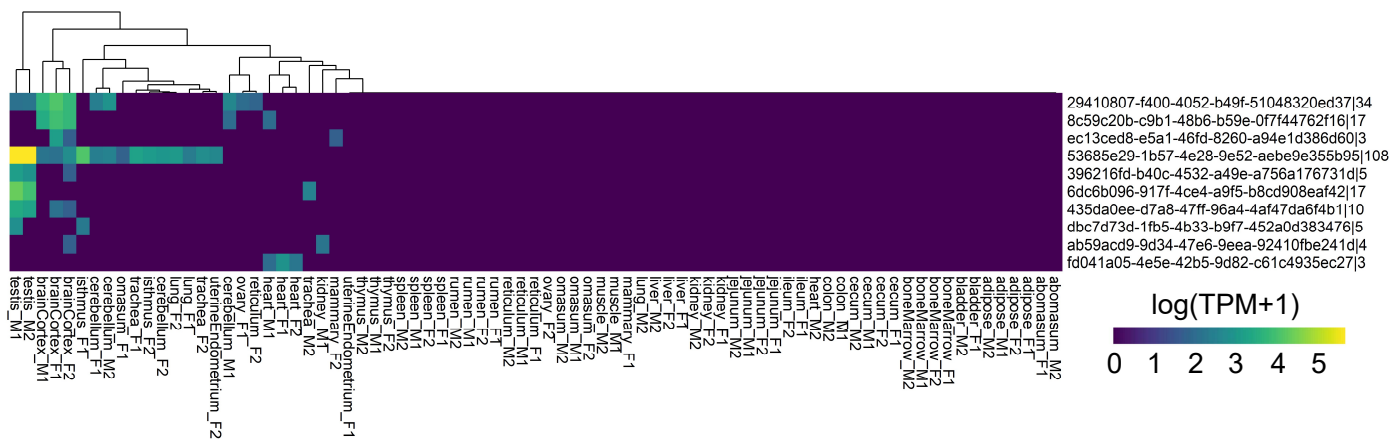

**Supplementary Figure 10.** Transcript variation and expression of the RSPH9 locus. (A) Detailed view of predicted *RSPH9* variants. (B) Expression profiles of predicted RSPH9 transcript variants.

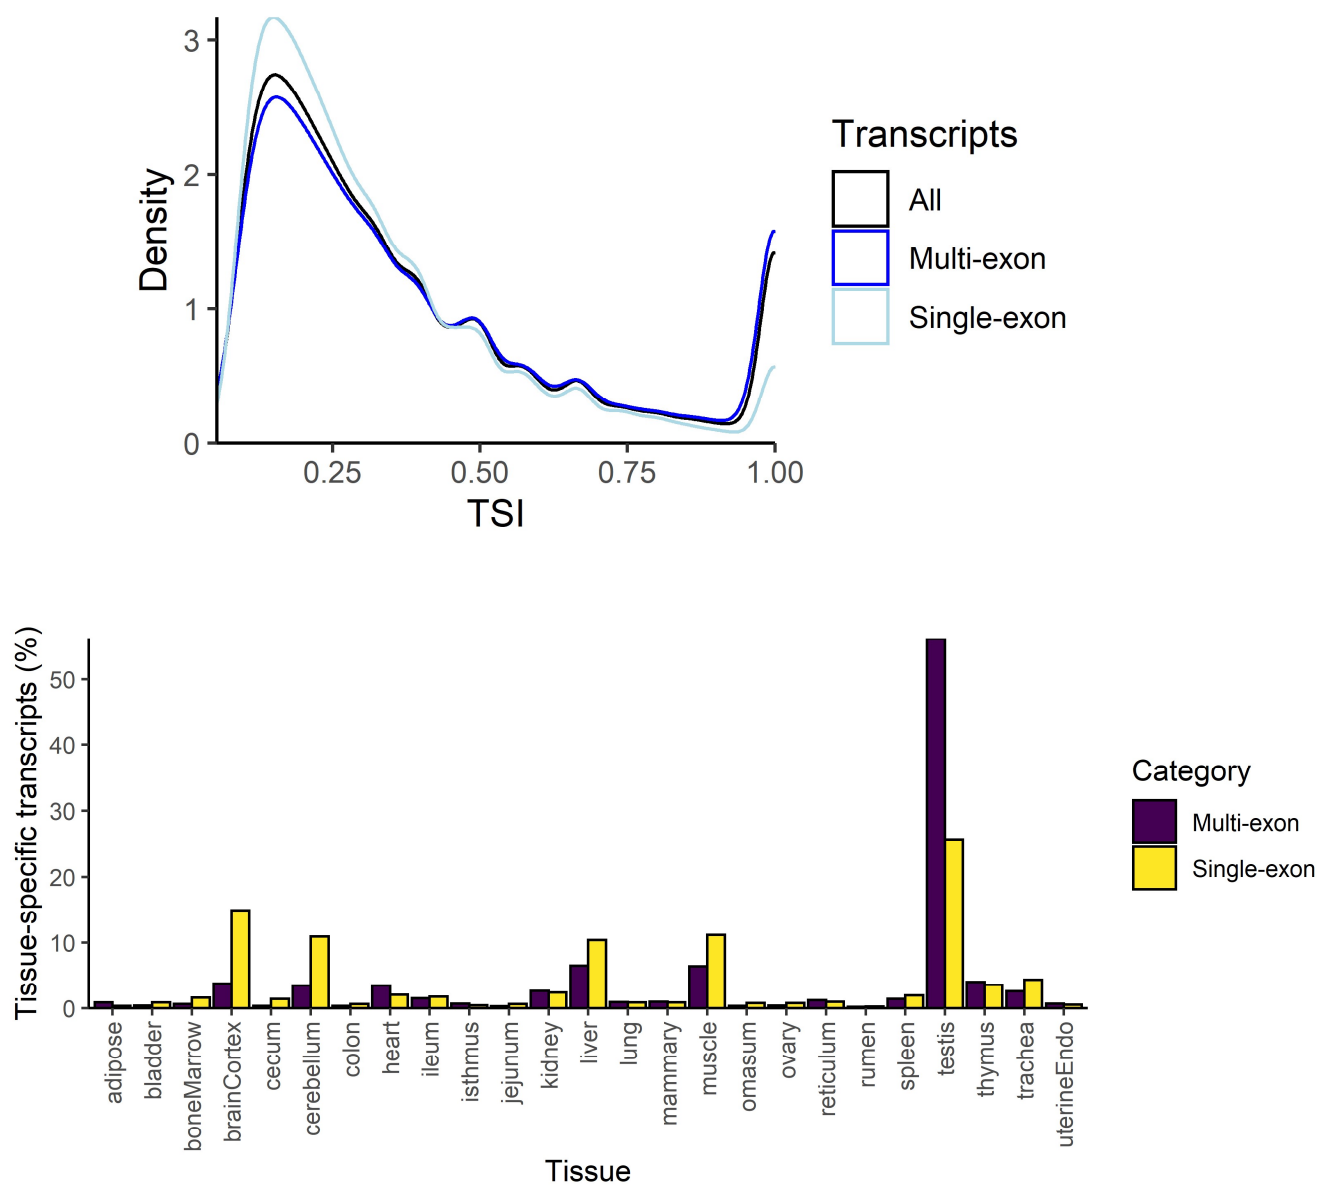

**Supplementary Figure 11.** Tissue-specificity of single- versus multi-exon transcripts. (A) Density of TSI scores among all predicted transcripts, multi-exon transcripts, and single-exon transcripts. (B) Percentage of single- or multi-exon tissue-specific transcripts that corresponded to each tissue.

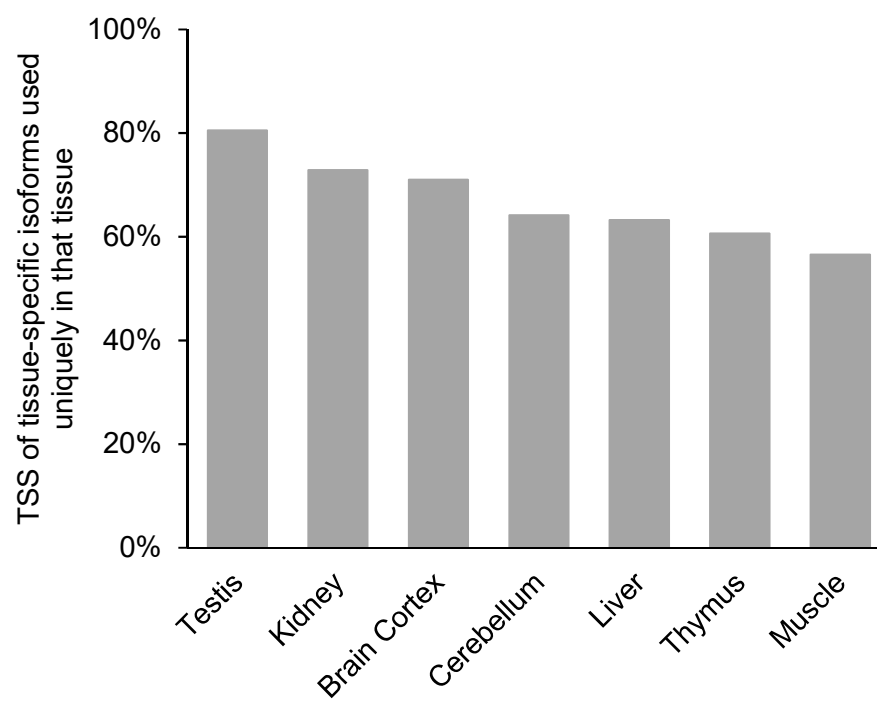

**Supplementary Figure 12.** Tissue-specific transcription start site usage. Proportion of TSS corresponding to tissue-specific isoforms that were only actively used in that tissue.

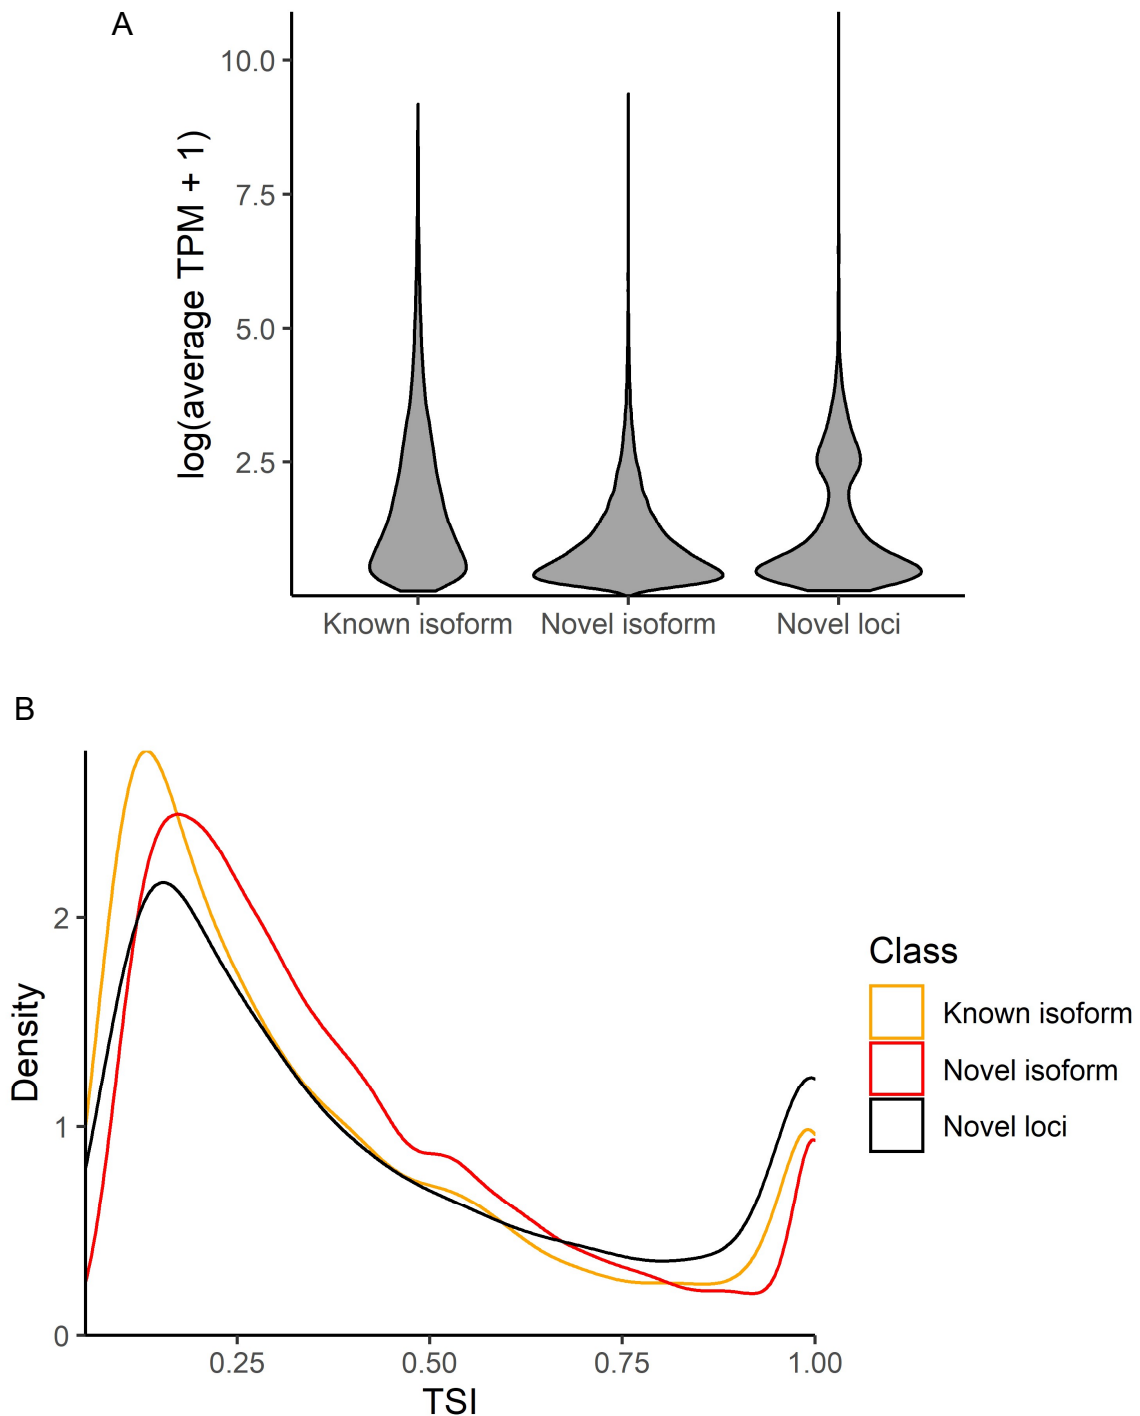

**Supplementary Figure 13.** Expression dynamics of novel versus reference transcript isoforms. (A) Average expression of transcripts across all samples used to identify tissue-specific transcripts, separating transcripts as either known (e.g. predicted transcript was a complete match to an annotated intron chain), novel isoform (a new transcript variant at a reference locus), or novel loci (did not correspond to an annotated locus). (B) Distribution of the TSI for known isoforms, novel isoforms, and novel loci.

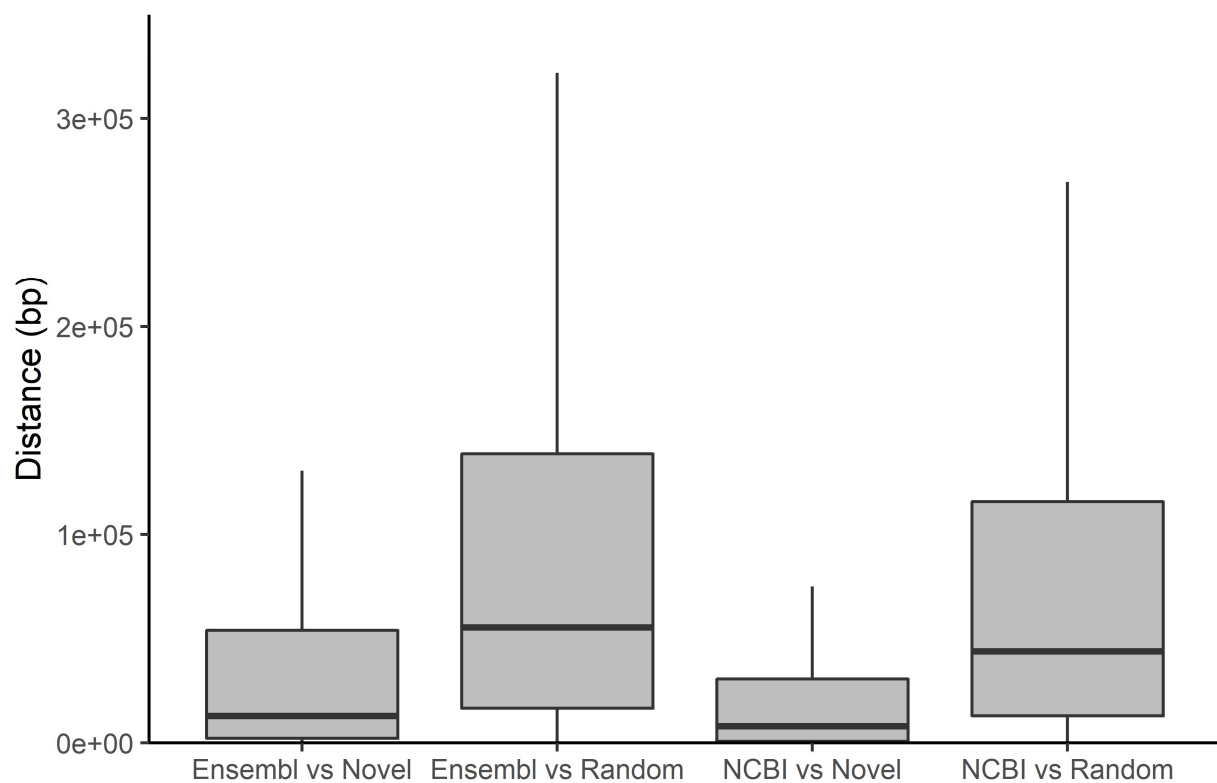

**Supplementary Figure 14.** Genomic distribution of novel intergenic transcripts. Distance to the nearest annotated gene (either Ensembl or NCBI) was determined for novel intergenic transcripts, and randomized genomic coordinate (excluding regions that were annotated as genes by either the Ensembl or NCBI annotations).

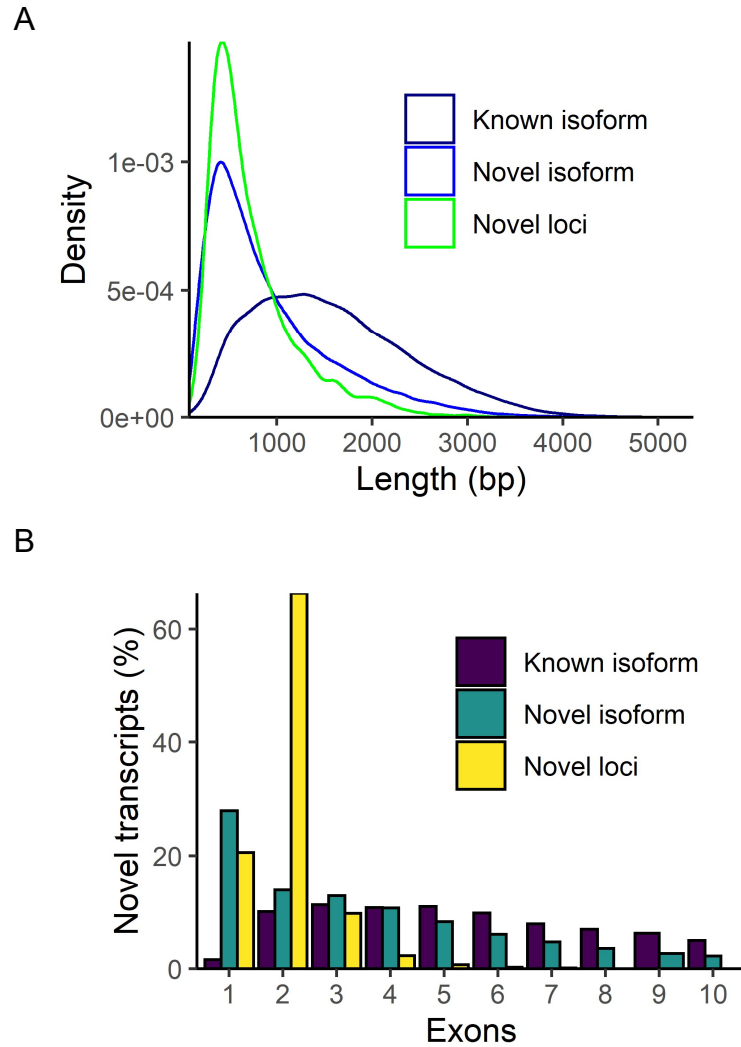

**Supplementary Figure 15.** Complexity of novel versus known isoforms. (A) Distribution of transcript lengths among predicted transcript classes, either previously annotated (“known”) isoforms of annotated genes, novel isoforms of annotated genes, or transcripts at novel loci. (B) Proportion of transcripts, among the same classes, that had between 1 and 10 exons.

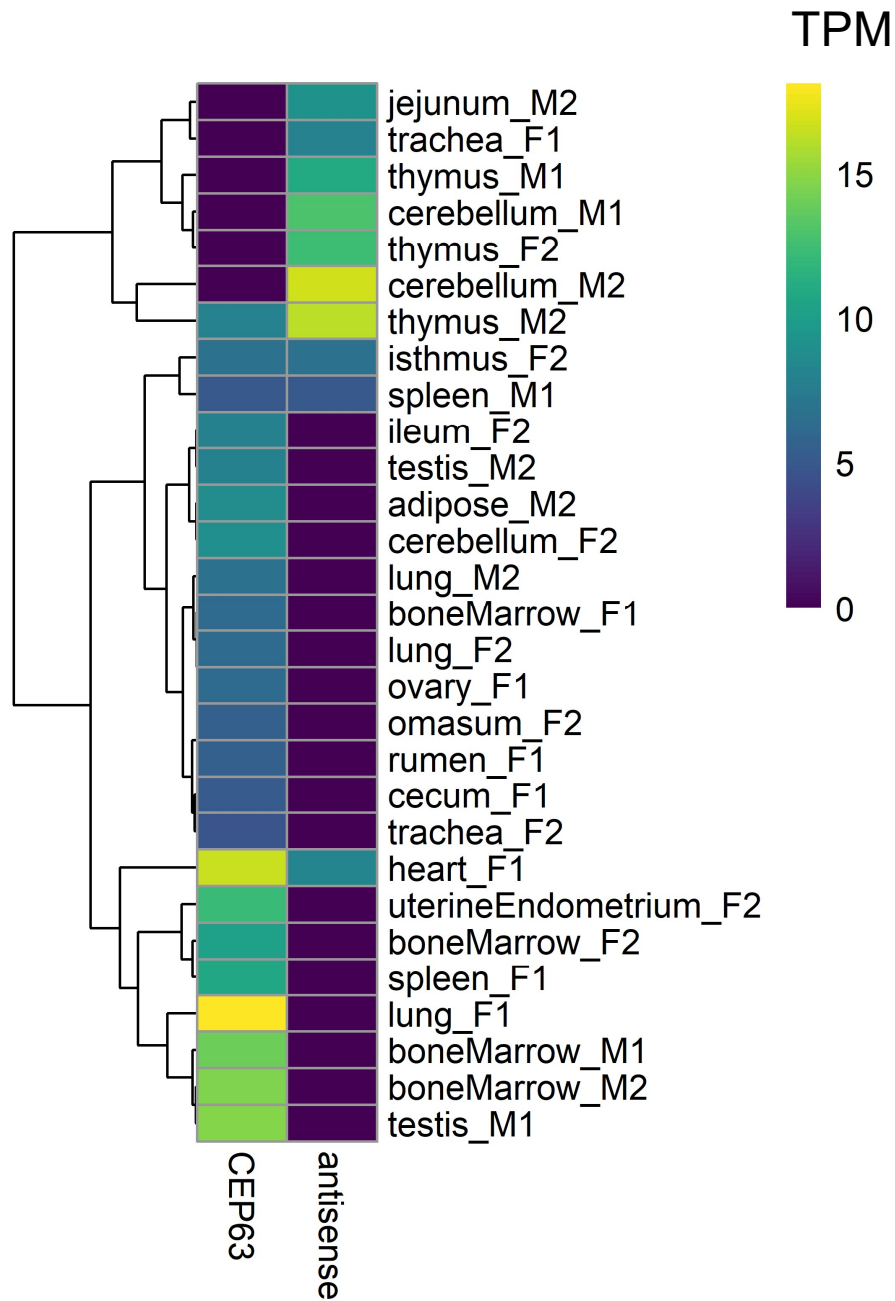

**Supplementary Figure 16.** Expression profiles of the most highly expressed sense *CEP63* isoform and antisense transcript. Expression is only shown for tissues with non-zero expression of at least one transcript. Expression shown in Transcripts per million (TPM).

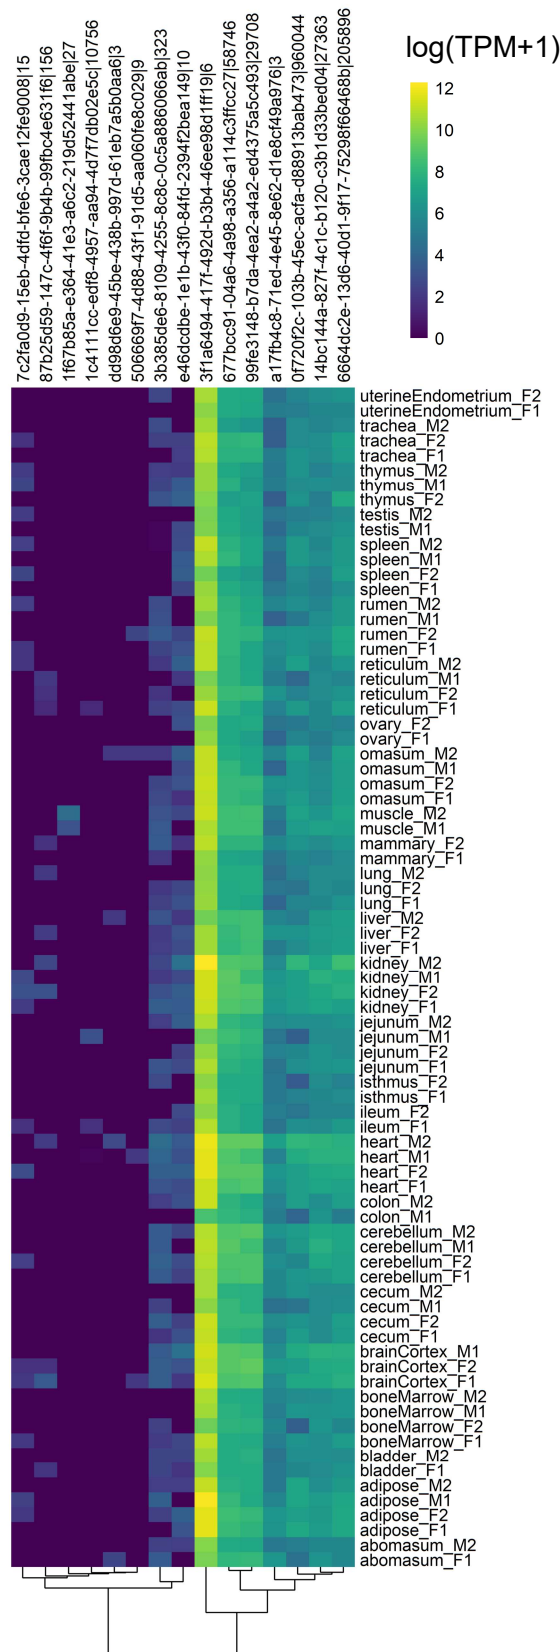

**Supplementary Figure 17.** Expression profiles of predicted transcripts at the chromosome 16 region from 815000-830000 bp. Expression shown as log-transformed transcripts per million (TPM).

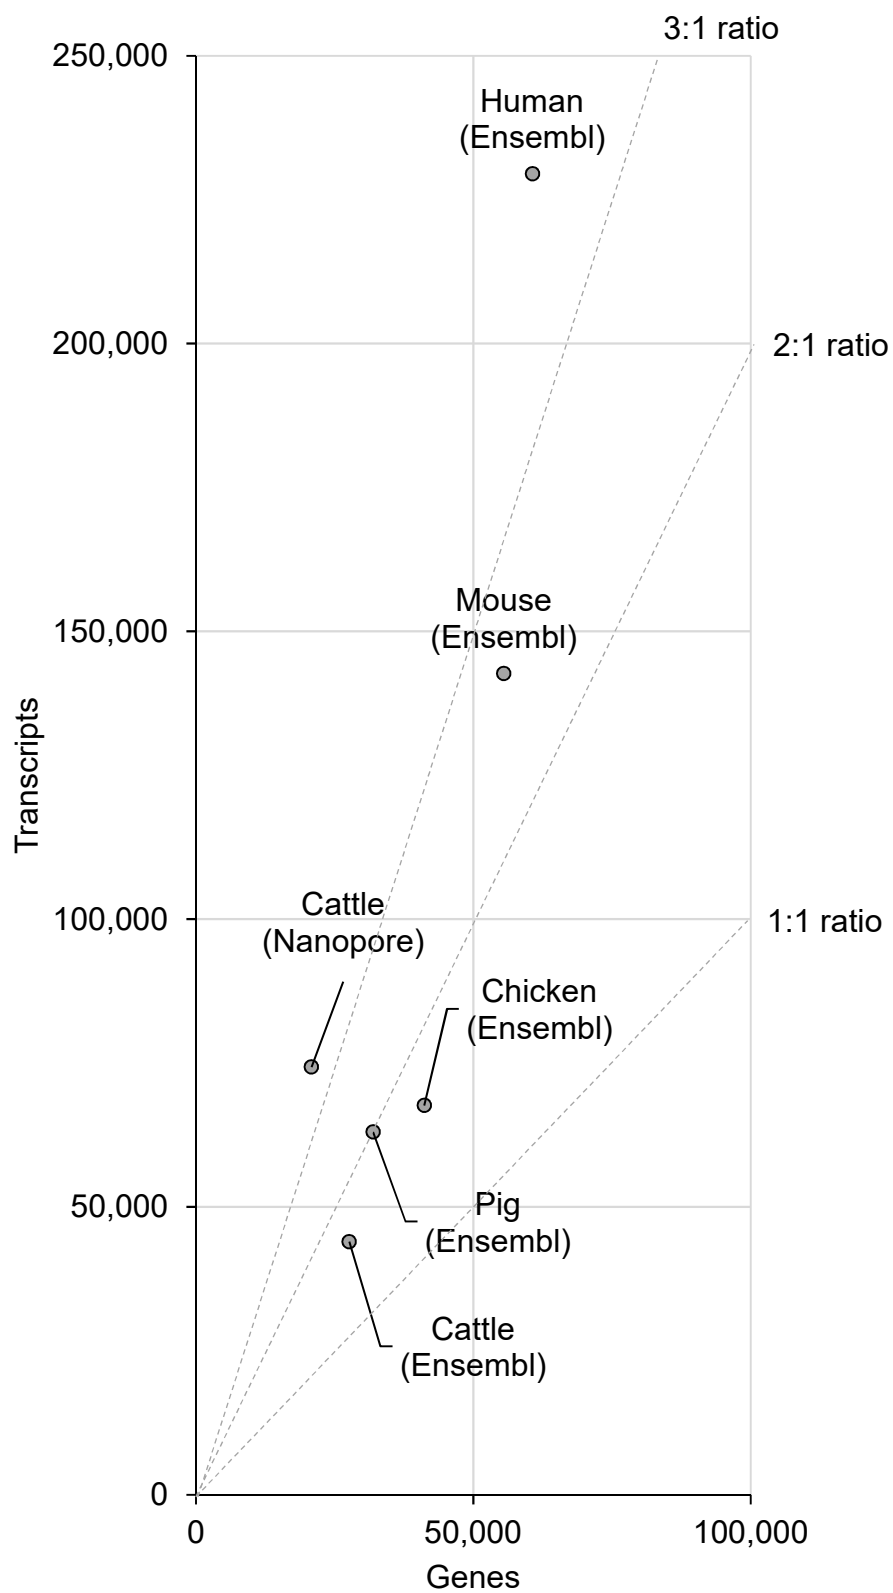

**Supplementary Figure 18.** Ratio of transcripts to genes in several species and annotations, including bovine transcripts predicted from ONT reads.

**Supplementary Table 1.** Barcode sequences associated with each sample, which were used for demultiplexing of ONT sequencing data.

| Animal | Tissue          | Barcode | Sequence                   | Animal | Tissue              | Barcode | Sequence                  |
|--------|-----------------|---------|----------------------------|--------|---------------------|---------|---------------------------|
| M1     | kidney          | BC01    | AAGAAAGTTGTCGGTGTCTTTGTG   | F1     | liver               | BC46    | GCTGTGTTCCACTTCATTCTCCTG  |
| M1     | skeletal muscle | BC02    | TCGATTCCGTTTGTAGTCGTCTGT   | F1     | kidney              | BC47    | GTGCAACTTTCCCACAGGTAGTTC  |
| M1     | adipose         | BC03    | GAGTCTTGTGTCCCAGTTACCAGG   | F1     | adipose             | BC48    | CATCTGGAACGTGGTACACCTGTA  |
| M1     | spleen          | BC04    | TTCCGATTCTATCGTGTTCCTTA    | F1     | spleen              | BC49    | ACTGGTGCAGCTTTGAACATCTAG  |
| M1     | brain cortex    | BC05    | CTTGTCAGGGTTTGTGTAACCTT    | F1     | brain cortex        | BC50    | ATGGACTTTGGTAACTTCCTGCGT  |
| M1     | cerebellum      | BC06    | TTCTCGCAAAGGCAGAAAGTAGTC   | F1     | cerebellum          | BC51    | GTTGAATGAGCCTACTGGGTCCTC  |
| M1     | hypothalamus    | BC07    | GTGTTACCGTGGGAATGAATCCTT   | F1     | heart               | BC52    | TGAGAGACAAGATTGTTCTGCGAC  |
| M1     | heart           | BC08    | TTCAGGGAACAAACCAAGTTACGT   | F1     | lung                | BC53    | AGATTTCAGACCGTCTCATGCAAAG |
| M1     | lung            | BC09    | AAC TAGGCACAGCGAGTCTTGTT   | F1     | trachea             | BC54    | CAAGAGCTTTGACTAAGGAGCATG  |
| M1     | thyroid         | BC10    | AAGCGTTGAAACCTTTGTCTCTC    | F1     | bladder             | BC55    | TGGAAGATGAGACCGTGTATACG   |
| M1     | esophagus       | BC11    | GTTTCATCTATCGGAGGGAATGGA   | F1     | esophagus           | BC56    | TCCTACTCAACAGGTGGCATGAA   |
| M1     | thymus          | BC12    | CAGGTAGAAAGAAGCAGAAATCGGA  | F1     | skin                | BC57    | GACAGACACCGTTTCATCGACTTTC |
| M1     | bone marrow     | BC13    | AGAACGACTTCATATCTCGTGTGA   | F1     | mammary gland       | BC58    | CAGGTACTCCTCCGTGAGTCTGA   |
| M1     | duodenum        | BC14    | AACGAGTCTCTTTGGGACCCATAGA  | F1     | ovary               | BC59    | TCAATCAAGAAGGGAAAGCAAGGT  |
| M1     | jejunum         | BC15    | AGGTCTACCTCGCTAACACCACTG   | F1     | isthmus             | BC60    | CATGTTCAACCAAGGCTTCTATGG  |
| M1     | cecum           | BC16    | CGTCAACTGACAGTGGTTCGTACT   | F1     | uterine myometrium  | BC61    | AGAGGGTACTATGTGCCTCAGCAC  |
| M1     | colon           | BC17    | ACCCTCCAGGAAAGTACCTCTGAT   | F1     | uterine endometrium | BC62    | CACCCACACTTACTTCAGGACGTA  |
| M1     | rumen           | BC18    | CCAAACCCAACAACCTAGATAGGC   | F1     | bone marrow         | BC63    | TTCTGAAGTTCCTGGGTCTTGAAC  |
| M1     | reticulum       | BC19    | GTTCCCTCGTGCAAGTGTCAAGAGAT | F1     | jejunum             | BC64    | GACAGACACCGTTTCATCGACTTTC |
| M1     | omasum          | BC20    | TTGCGTCTGTACGAGAACTCAT     | F1     | ileum               | BC65    | TTCTCAGTCTTCTCCAGACAAGG   |
| M1     | abomasum        | BC21    | GAGCCTCTCATTGTCCGTTCTCTA   | F1     | cecum               | BC66    | CCGATCCTTGTGGCTTCTAACTTC  |
| M1     | testis          | BC22    | ACCACTGCCATGTATCAAAAGTACG  | F1     | colon               | BC67    | GTTTGTCTACTCGTGTGCTCACC   |
| M2     | liver           | BC23    | CTTACTACCCAGTGAACCTCCTCG   | F1     | rumen               | BC68    | GAATCTAAGCAAACACGAAGGTGG  |
| M2     | kidney          | BC24    | GCATAGTTCTGCATGATGGGTTAG   | F1     | reticulum           | BC69    | TACAGTCCGAGCCTCATGTGATCT  |
| M2     | skeletal muscle | BC25    | GTAAGTTGGGTATGCAACGCAATG   | F1     | omasum              | BC70    | ACCGAGATCCTACGAATGGAGTGT  |
| M2     | adipose         | BC26    | CATACAGCGACTACGCATTCTCAT   | F1     | abomasum            | BC71    | CCTGGGAGCATCAGGTAGTAACAG  |
| M2     | spleen          | BC27    | CGACGGTTAGATTACCTCTTACA    | F2     | liver               | BC72    | TAGCTGACTGTCTTCCATACCGAC  |
| M2     | cerebellum      | BC28    | TGAAACCTAAGAAGGCACCGTATC   | F2     | kidney              | BC73    | AAGAAACAGGATGACAGAACCCCTC |
| M2     | heart           | BC29    | CTAGACACCTTGGGTTGACAGACC   | F2     | adipose             | BC74    | TACAAGCATCCCAACACTTCCACT  |
| M2     | lung            | BC30    | TCAGTGAGGATCTACTTCGACCCA   | F2     | spleen              | BC75    | GACCATTGTGATGAACCTGTTGT   |
| M2     | trachea         | BC31    | TGCGTACAGCAATCAGTTACATTG   | F2     | brain cortex        | BC76    | ATGCTTGTACATCAACCTGCGAC   |
| M2     | bladder         | BC32    | CCAGTAGAAGTCCGACAACGTCAT   | F2     | cerebellum          | BC77    | CGACCTGTTTCTCAGGGATACAAC  |
| M2     | thyroid         | BC33    | CAGACTTGGTACGGTTGGGTAAC    | F2     | heart               | BC78    | AACAACCGAACCTTTGAATCAGAA  |
| M2     | esophagus       | BC34    | GGACGAAGAACTCAAGTCAAAGGC   | F2     | lung                | BC79    | TCTCGGAGATAGTTCTCACTGCTG  |
| M2     | thymus          | BC35    | CTACTTACGAAGCTGAGGGACTGC   | F2     | trachea             | BC80    | CGGATGAACATAGGATAGCGATTTC |
| M2     | skin            | BC36    | ATGTCCCAGTTAGAGGAGGAAACA   | F2     | esophagus           | BC81    | CCTCATCTTGTGAAGTTGTTTCGG  |
| M2     | bone marrow     | BC37    | GCTTGCGATTGATGCTTAGTATCA   | F2     | thymus              | BC82    | ACGGTATGTGCGAGTTCCAGGACTA |
| M2     | jejunum         | BC38    | ACCACAGGAGGACGATACAGAGAA   | F2     | mammary gland       | BC83    | TGGCTTGATCTAGGTAAGGTGCGAA |
| M2     | cecum           | BC39    | CCACAGTGTCAACTAGAGCCTCTC   | F2     | ovary               | BC84    | GTAGTGGACCTAGAACCTGTGCCA  |
| M2     | colon           | BC40    | TAGTTTGGATGACCAAGGATAGCC   | F2     | isthmus             | BC85    | AACGGAGGAGTTAGTTGGATGATC  |
| M2     | rumen           | BC41    | GGAGTTCGTCCAGAGAAGTACACG   | F2     | uterine endometrium | BC86    | AGGTGATCCCAACAAGCGTAAGTA  |
| M2     | reticulum       | BC42    | CTACGTGTAAGGCATACCTGCCAG   | F2     | bone marrow         | BC87    | TACATGCTCCTGTTGTTAGGGAGG  |
| M2     | omasum          | BC43    | CTTTCGTTGTTGACTCGACGGTAG   | F2     | jejunum             | BC88    | CTTCTACTACCGATCCGAAGCAG   |
| M2     | abomasum        | BC44    | AGTAGAAAGGGTTCCTTCCCACTC   | F2     | ileum               | BC89    | ACAGCATCAATGTTTGGCTAGTTG  |
| M2     | testis          | BC45    | GATCCAACAGAGATGCCTTCAGTG   | F2     | cecum               | BC90    | GATGTAGAGGGTACGGTTTGAGGC  |
|        |                 |         |                            | F2     | rumen               | BC91    | GGCTCCATAGGAACTCACGCTACT  |
|        |                 |         |                            | F2     | reticulum           | BC92    | TTGTGAGTGGAAAAGATACAGGACC |
|        |                 |         |                            | F2     | omasum              | BC93    | AGTTTCCATCACTTCAGACTTGGG  |

**Supplementary Table 2.** Summary of cattle sequencing data by tissue and replicate (males: M1 and M2, females: F1 and F2), including raw reads, full-length strand-oriented reads, and uniquely mapped reads.

**Supplementary Table 3.** Summary of uniquely mapped full-length reads by tissue and sample, showing average reads obtained per tissue.

|                            | Uniquely mapped full-length reads |          |         |                |           |
|----------------------------|-----------------------------------|----------|---------|----------------|-----------|
|                            | Female 1                          | Female 2 | Male 1  | Male 2         | Total     |
| <i>Abomasum</i>            | 241,528                           | --       | 164,768 | 167,921        | 574,217   |
| <i>Adipose</i>             | 223,093                           | 282,855  | 227,634 | 245,932        | 979,514   |
| <i>Bladder</i>             | 367,166                           | --       | --      | 205,059        | 572,225   |
| <i>Bone marrow</i>         | 372,448                           | 190,376  | 159,290 | 154,032        | 876,146   |
| <i>Brain cortex</i>        | 335,135                           | 472,262  | 312,378 |                | 1,119,775 |
| <i>Cecum</i>               | 411,818                           | 215,504  | 232,618 | 209,179        | 1,069,119 |
| <i>Cerebellum</i>          | 267,060                           | 272,040  | 457,274 | 463,032        | 1,459,406 |
| <i>Colon</i>               | 289,596                           | --       | 215,641 | 224,990        | 730,227   |
| <i>Duodenum</i>            | --                                | --       | 61,768  |                | 61,768    |
| <i>Esophagus</i>           | 546,207                           | 304,017  | 291,421 | 203,709        | 1,345,354 |
| <i>Heart</i>               | 218,587                           | 238,147  | 319,157 | 297,543        | 1,073,434 |
| <i>Hypothalamus</i>        | --                                | --       | 274,218 | --             | 274,218   |
| <i>Ileum</i>               | 440,374                           | 265,419  | --      | --             | 705,793   |
| <i>Isthmus</i>             | 260,785                           | 312,573  | --      | --             | 573,358   |
| <i>Jejunum</i>             | 247,160                           | 205,144  | 98,734  | 220,664        | 771,702   |
| <i>Kidney</i>              | 272,851                           | 216,985  | 264,542 | 188,102        | 942,480   |
| <i>Liver</i>               | 237,509                           | 247,607  | --      | 307,137        | 792,253   |
| <i>Lung</i>                | 253,875                           | 320,951  | 953     | 318,603        | 894,382   |
| <i>Mammary gland</i>       | 297,621                           | 468,797  | --      | --             | 766,418   |
| <i>Skeletal muscle</i>     | --                                | --       | 348,293 | 272,293        | 620,586   |
| <i>Omasum</i>              | 383,203                           | 361,714  | 251,272 | 268,154        | 1,264,343 |
| <i>Ovary</i>               | 333,671                           | 217,226  | --      | --             | 550,897   |
| <i>Reticulum</i>           | 571,486                           | 372,116  | 299,321 | 313,190        | 1,556,113 |
| <i>Rumen</i>               | 342,054                           | 178,547  | 309,411 | 224,632        | 1,054,644 |
| <i>Skin</i>                | 229,718                           | --       | --      | 223,091        | 452,809   |
| <i>Spleen</i>              | 201,182                           | 169,008  | 471,297 | 281,222        | 1,122,709 |
| <i>Testis</i>              | --                                | --       | 307,180 | 273,942        | 581,122   |
| <i>Thymus</i>              | --                                | 169,944  | 212,977 | 287,002        | 669,923   |
| <i>Thyroid</i>             | --                                | --       | 191,665 | 225,434        | 417,099   |
| <i>Trachea</i>             | 265,451                           | 479,278  | --      | 340,126        | 1,084,855 |
| <i>Uterine endometrium</i> | 188,875                           | 178,591  | --      | --             | 367,466   |
| <i>Uterine myometrium</i>  | 148,638                           | --       | --      | --             | 148,638   |
|                            |                                   |          |         | <i>Average</i> | 796,031   |

How the deposited data were processed for this re-analysis (not part of the article)

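Full-length cDNA of 93 cattle libraries, 1 per tissue and animal, from 32 tissues of the females F1 and F2 and the males M1 and M2, was sequenced on a single PromethION flow cell. The libraries were mapped to tissue and animal from their labels and Supplementary Table 1. The series also holds libraries of chicken, 68 from 19 tissues, and of pig, 28 from 17 tissues, which the paper does not analyse. The chicken and pig libraries were used in the closing section and in no passage. No reference genome or gene annotation was used. Symbols of genes came from the file of predicted transcripts and Supplementary Data 7, and chromosomes of genes from the file of predicted transcripts, so a gene without a predicted transcript or an entry in Supplementary Data 7 has no symbol here.

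The authors made the counts from reads that passed a quality filter, were oriented by Pychopper and were mapped to ARS-UCD1.2 with minimap2. Uniquely mapped reads were counted by the authors on Ensembl (v101) exons by strand with HTSeq, and the deposited values are raw counts per gene, not normalized. Reads on no gene and ambiguous reads are listed in the deposited count files as well. They made up 36.4% and 0.0365% of the cattle reads and were left out of library sizes and tests. The predicted transcripts were made by the authors from the pooled reads of all samples with Pinfish and compared with Ensembl by gffcompare, and the cluster size in their deposited identifiers was read as a count of reads. TPM values of predicted transcripts are the authors' values in a copy of Supplementary Data 5 with 683 rows, and were printed for 1 transcript only.

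Gene counts per cattle library ranged from 634 in lung-M1 and 47,537 in the next library to 407,889, with a median of 161,795. Shares of single libraries are given with a 95% Wilson interval, and a count of 0 was taken to allow up to 3 counts of the total. Both cover counting error only, since reads were amplified by PCR without molecular identifiers. Depth differs between libraries, so numbers of expressed loci were recomputed after drawing 40,000 gene counts from each library, which leaves out lung-M1.

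Variance-stabilized counts were computed with DESeq2 (version 1.42.0) by its varianceStabilizingTransformation function without the design, for principal components and for the nearest neighbor of each library by Pearson correlation. The function was chosen over the vst function after both had been run. The number of libraries whose neighbor has the same tissue was compared with 100,000 permutations of the tissue labels. Differences in the number of expressed loci were tested with exact permutation tests where a group had fewer than 10 samples and all divisions could be listed, and otherwise with 100,000 permutations. The permutations for expressed loci took libraries of the same tissue as independent, so their p-values do not measure the spread between tissues. Differences in read support were tested with 100,000 permutations, and shares of transcripts with Fisher's exact test.

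Genes differing between groups were called with edgeR (version 4.0.16) and its quasi-likelihood test with TMM scaling, at a Benjamini-Hochberg adjusted p-value under 0.05, among genes with at least 10 counts in at least 2 libraries of the esophagus comparisons, or in at least 4 libraries for the sexes. The esophagus comparisons used only the 4 libraries compared. The comparison of the sexes used 73 libraries of 21 tissues sampled in both sexes, with the tissue as a term and lung-M1 left out. On simulated counts with 200 genes changed 8-fold, the test recovered 38% of the changed genes for male against female esophagus among 2,312 genes, 86% for male esophagus against muscle among 1,803 genes, and 100% for the sexes across tissues among 5,924 genes. The simulated libraries had no tissue or animal differences and were fitted without the tissue term. The 100% therefore does not describe the fit of the sexes across tissues. The same animals gave many tissues, so libraries are paired by animal. After subtracting the tissue means, libraries of one animal correlated by 0.0252 on average and libraries of different animals by -0.00845, over 79 libraries of 26 tissues.

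The tissue specificity index was computed from the mean CPM of each tissue as the highest tissue over the sum of all tissues, in 79 libraries of 26 tissues, and a gene with an index of at least 0.8 was called specific. The results of the paper name abomasum-M1 as the sample that did not cluster and its methods name abomasum-F1, and abomasum-M1 was the one left out. The paper's list of tissues for the index does not hold abomasum, which was included here because Supplementary Data 5 has abomasum-F1 and abomasum-M2. Uterine endometrium is in that list, although the methods name uterine endometrium-F1 as a single replicate, and both of its libraries were used. Alternative splicing events were counted after SUPPA's definitions among transcripts of one gene identifier, and the count recovered 14 of 14 planted events. The grouping by gene identifier was chosen over grouping by genomic locus after both had been run and the first was seen to lie nearer to Fig. 2B. Loci of multi-exon transcripts were likewise counted by exon overlap, which gave the paper's numbers, after the loci named in the file had been counted.

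Tissue content was described by summed CPM over gene lists that were written before the data were examined, for skeletal muscle, stratified squamous epithelium, smooth muscle, abomasum mucosa, adipocytes, thyroid follicles, thymocytes, hair and epidermis, intestinal epithelium, spermatids, hepatocytes, red blood cells, the nuclear-encoded respiratory chain, airway and cartilage. Genes named in the text are those the paper names beside a claim, members of these lists, up to 3 genes in each direction with the largest change in each edgeR comparison whose groups did not overlap, the largest gene of a library that lies apart, and the genes of chromosome Y and XIST, if listed. No gene was paired with the symbols XIST or TTN, and no predicted transcript lies on chromosome Y.

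The alternatives were another normalization, DESeq2 in place of edgeR, other minimum counts, equal depth, all libraries in a single fit, the animal as a block, other minimum read support, other groupings of transcripts, and leaving out each animal in turn. Comparisons that need a gene annotation of ARS-UCD1.2 were not run, namely the share of protein-coding genes with a transcript, the distance of 5′ ends to reference starts, the distance of transcripts outside genes to the nearest gene, and intron chains matched within 5 bp. R (version 4.3.3), limma (version 3.58.1), Python (version 3.11.15), NumPy (version 2.4.6), pandas (version 2.3.3), SciPy (version 1.17.1) and Matplotlib (version 3.10.9) were used.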

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

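The tests in this part of depth, of the largest gene of a library and of counting error were all chosen after the values were seen, as was that of the muscle layer of the esophagus.

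In 27 tissues of cattle and chicken with 4 libraries, the number of expressed loci, the share of counts on the 50 largest genes and the share of reads outside genes were compared between the libraries. Of these 81 groups, 8 had a library whose gap to the nearest library, as a share of the range of the group, exceeded Dixon's 95% critical value. Chance alone gives about 1 in 20 groups. No biological explanation was tested for these libraries, each of which is 1 animal of its tissue.

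Lung-M1 had 447 expressed loci, against 10,408 to 10,938 in the other lung libraries, on 634 gene counts. The other lung libraries drawn to 634 counts had 440 loci on average, from 434 to 451, so its depth gives as few loci. In chicken, cecum-M3 had 338 expressed loci on 522 gene counts, and the other cecum libraries drawn to that number had 327 on average, from 318 to 343. Bone marrow-F1 had 10,665 expressed loci, against 8,554 to 8,669 in the other bone marrow libraries, and 207,695 gene counts against 90,166 to 140,397. Drawn to 90,166 counts, it had 8,413 loci, within the range of the others from 7,463 to 8,669. The values of these 3 libraries are consistent with a difference in depth.

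The 50 largest genes held 34.8% of the counts of spleen-F2, against 30.0% to 30.7% in the other spleen libraries. TMSB10 held 5.58% of its counts. Without TMSB10 the gap was 0.506 of the range, under the critical value, but 2.45 of the 4.04 percentage points were left, and spleen-M1 had 5.25% of its counts on TMSB10 with a share of 30.0% on its 50 largest genes. TMSB10 thus accounts for part of the gap at most, and whether the rest lies beyond the spread of 4 libraries stays open. In chicken, the share was 37.99% in cerebellum-F2, against 26.4% to 28.3%, and 38.8% in hypothalamus-F2, against 28.9% to 29.1%. Their largest genes, ENSGALG00000043598 and ENSGALG00000035334, held 3.46% and 2.89%, less than the gaps of 9.65 and 9.65 percentage points. Without them hypothalamus-F2 still lay apart, at 0.974 of the range. Cerebellum-F2, at 0.808, fell just under the critical value, but its share was still 36.1% against at most 27.8%, and 8.33 of the 9.65 percentage points were left. A single gene therefore cannot account for either gap. The decision to read spleen-F2 and cerebellum-F2 by the size of the gap left was made after their values were known. Chicken cerebellum-F2 and hypothalamus-F2 come from one animal and had fewer counts than the others of their tissue, 113,715 against at least 182,527 and 112,215 against at least 115,261. What is common to the 2 libraries of this animal was not tested.

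In chicken, 19.8% of the reads of kidney-M4 lay outside genes, against 16.8% to 17.0% in the other kidney libraries, and 25.96% of those of spleen-M2, against 22.0% to 22.6%. The lower bounds of the Wilson intervals were 19.7% and 25.8%. These intervals cover counting error only and say nothing about the spread between libraries of different animals, so they decide nothing about the gaps. The animals and the preparation of single libraries stay open.

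MYH8, which Supplementary Data 7 lists for esophagus-M1 and the text of the paper does not discuss, had 60,393 CPM in esophagus-M1, against 8.84 CPM and 5.46 CPM in the muscle libraries. It had 25,656 CPM in esophagus-M2, 21,997 CPM in esophagus-F2, 5,687 CPM in skin-F1 and 61.6 CPM in esophagus-F1. Of the 17 genes higher in male esophagus than in skeletal muscle, 17 were higher in esophagus-F2 than in both muscle libraries and 16 in skin-F1, against a median of 10 and at most 13 in the 84 libraries of other tissues apart from lung-M1, where 4 were higher. In esophagus-F1, which held little of the skeletal muscle list, 11 were higher, and in skin-M2 9, both within the range of other tissues. The genes were chosen from the male libraries, not from esophagus-F2. Reads shared between myosin paralogs were not tested and could change the level of MYH8, but ENSBTAG00000053276 and CA3 differ as well. A muscle layer of the esophagus sampled with little or no mucosa may account for this. The hypothesis is weighed with the other observations on these libraries.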

How the results depend on the processing

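The tests on the grouping of transcripts by genomic locus, on the loci named in the file, on the vst function, on the share of all uniquely mapped reads, on read support on the linear scale and on the sexes without the libraries of unclear identity were chosen after the results were seen, and all other alternatives before the data were examined. The 18 leading results had 103 values under other settings, of which 64 kept their direction and side of the threshold or moved less than the replicate spread or counting interval, 36 moved, 1 passed the threshold and 2 reversed. Of the 21 values of single kinds of splicing events, 9 moved. Except where a sentence names a test of depth, of read support or of construction, the cause was not tested.

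Both reversed values were of the read support of multi-exon against single-exon transcripts, 0.0542 on the log10 scale over all transcripts. It was -0.0620 among transcripts with at least 10 reads, a subset chosen by the measure compared, so this value says nothing about the direction over all transcripts. The direction depends on the scale, since the difference of the plain means was -38.1 reads (permutation p = 0.148). It was 33.2 reads (permutation p = 6.2e-04) without the 14 transcripts of the chromosome 16 region, so the sign of the plain means rests on that region. Medians and chromosomes without contigs kept the direction. The share of transcripts matching a reference intron chain rose from 17.0% to 30.5% with at least 10 reads, and the events fell from 17,815 to 4,703 as fewer transcripts were compared. With boundaries merged within 10 bp there were 18,326 events, and with grouping by genomic locus 18,924.

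The number of libraries nearest to a library of their own tissue was 64, and between 56 and 70 under the other settings over all animals, each at the smallest p-value of 1e-05. Leaving out each animal in turn gave 41 to 50 of 58 to 67 libraries. The first principal component held 13.9% of the variance. It held 9.48% at equal depth, 8.81% with log2 CPM, 11.6% without lung-M1, and 10.3% to 16.1% across the 4 fits that each left out an animal, lowest without M1, the animal of lung-M1. The fall with the removal of lung-M1 shows that 1 library of 634 counts adds to that component.

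The depth of the data limits the number of expressed loci. It was 12,142 per tissue, and 9,798 with at least 2 counts, 4,615 with at least 10, which are fewer by construction, and 8,552 with each library drawn to 40,000 counts. The last value is not at equal depth between tissues, which hold 1 to 4 libraries, and ran from 5,546 in uterine myometrium, with 1 library, to 11,158 in cerebellum, with 4. It was 11,332 to 11,706 with each animal left out. The share of genes with a count was 78.0%, 73.4% with at least 2 counts, 61.9% with at least 10 counts and 72.9% in at least 2 libraries, and 76.3% to 76.7% with each animal left out. The differences of testis and brain from the other tissues kept their direction and an unadjusted p-value under 0.05 under each alternative with a test, including equal depth. With the animal as a replicate block, testis was higher by 3,140 loci (exact permutation test, p = 0.0455) and brain by 1,903 (permutation test, p = 0.00659). Leaving out an animal gave 2,615 to 2,996 for testis, where leaving out a male leaves 1 testis library and so no test, and 1,529 to 2,085 for brain. In chicken, the difference of testis was 2,123 loci (exact permutation test, p = 0.0698), and 1,597 (exact permutation test, p = 0.0213) at equal depth, where it passed the threshold. With at least 10 counts it was 566 (exact permutation test, p = 0.292), with 43 of the 66 other libraries above the lower testis library. It was 902 to 3,352 with each animal left out, where leaving out M3 or M4 leaves 1 testis library.

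The share of counts of LYZ2 in abomasum moved less than its SD under each setting, because abomasum-M1 widens that SD. It was 13.4% to 28.3% with each library left out, and 28.3% without abomasum-M1. The share of read support on the chromosome 16 region was 16.5%, 6.30% of all uniquely mapped reads and 0.240% of gene counts, 3 different measures.

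No gene differed between male and female esophagus by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 210 at an unadjusted p-value under 0.05. DESeq2 called 78, all genes with at least 1 count gave 295, and all cattle libraries in a single fit 313. DESeq2's size factors in edgeR gave 0, with 213 at an unadjusted p-value under 0.05. In the simulated comparison 38% of the changed genes were recovered, so a count of 0 does not show that the groups are alike. Between male esophagus and skeletal muscle, 32 genes differed, 49 with DESeq2's size factors, 68 with all libraries in a single fit, and 120 among all genes with at least 1 count. The pairing of the libraries by animal, as a replicate block, gave 230 genes. A block was also fitted for the testis and brain comparisons, where it changed neither call, and for no other result. Leaving out a library of these comparisons leaves 1 library in a group, so it was not run.

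Across tissues, 168 genes differed between the sexes, 50 higher and 118 lower in males. DESeq2 called 218, 120 higher and 98 lower, so that the split between the directions depends on the tool. Counts summed over the 12 tissues of all 4 animals gave 0, with 827 at an unadjusted p-value under 0.05. Leaving out an animal gave 28 to 369 genes, with 28 without M1, 53 without F2, 124 without F1 and 369 without M2. Without the libraries of unclear identity there were 210 genes. Of the genes specific to a tissue, 52.8% were assigned to testis, 48.1% at equal depth, 34.98% among genes with at least 100 counts, and 39.7% to 54.2% with each animal left out, lowest without M2.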

Differences from the paper's values

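The share of transcripts outside reference genes that lay on contigs was 1.37% (126 of 9,220), against the paper's 7.7%. Both rest on 126 transcripts, so the denominators differ. The share here is of all transcripts without overlap of an Ensembl gene, without the restriction to those outside genes in both annotations. No alternative was set for this share before the data were examined. The ratio of transcripts per reference gene was 4.34, over 16,627 genes with a transcript, against the paper's 3.57, over 20,811 loci.

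The region of chromosome 16 held 16.5% of the read support of the predicted transcripts, against the paper's 6.5%. Of the alternatives set before the data were examined, neither transcripts overlapping the region, with 16.5%, nor gene counts of its reference genes, with 0.240%, closed the gap. The share of all uniquely mapped reads was 6.30%, within 1.5 times of the paper's, and was chosen after seeing the values.

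The share of LYZ2 in abomasum was 18.9% of gene counts over the 3 samples, against the paper's 30%. It was 28.3% without abomasum-M1, where the gap closed. The share of all reads, 15.5%, and the shares without abomasum-F1, 15.0%, and without abomasum-M2, 13.4%, did not close it.

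The paper shows about 9 alternative last exons in Fig. 2B, read by eye, and 3 were counted. Neither merged boundaries, with 3, nor a minimum of 10 reads, with 0, closed the gap. Grouping by genomic locus, chosen after seeing the values, gave 1,597. Alternative first exons numbered 4,380, against about 5,900 in the same figure, also read by eye.

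The paper names abomasum as the tissue of lowest transcriptomic complexity. In gene counts as deposited, duodenum, with 1 library of 47,537 gene counts, had fewer expressed loci than abomasum, 6,332 against 7,349, and at 40,000 gene counts per library abomasum was the lowest, with 4,202 against 5,829.

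The paper reports less read support for single-exon than for multi-exon transcripts, over all predicted transcripts. In the retained set this direction held on the log10 scale, with a difference of 0.0542, and was the reverse for the plain means, chosen after seeing the values, with -38.1 reads (permutation p = 0.148).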

Other observations

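The tests on skeletal muscle libraries as the origin of male esophagus, on its muscle layer, on the exchange of esophagus-F1 and skin-F1, on a floor of misassigned reads, on the sexes without libraries of unclear identity, on chromosome X on the grouping by 3′ ends and on reads of skin-F1 in jejunum-F1 were chosen only after the results were seen.

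The male esophagus libraries lie near skeletal muscle. A mislabelled library of the skeletal muscle sampled here is not supported, because 32 genes differ between male esophagus and skeletal muscle in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, whereas at most 1 gene differed between male and female libraries of a tissue in 11 tissues. A mixture with much mucosa is not supported, since the squamous epithelium list in the higher male esophagus library was 1.09 times its median library. A small share of mucosa is not excluded. The list gave 336 CPM and 498 CPM in male esophagus, 261 CPM and 322 CPM in muscle, and 456 CPM in the median library. Libraries of another skeletal muscle cannot be told apart from these libraries by the squamous list, which was 1.54 times its level in the higher muscle library. Of the 17 genes higher in male esophagus, 17 were also higher in esophagus-F2. A muscle layer of the esophagus sampled with little or no mucosa may therefore account for the pattern. This rests on esophagus-F2 and skin-F1, with 16, since esophagus-F1, with 11, lay within the range of other tissues, 3 to 13.

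Esophagus-F1 lay nearest to skin-M2, and skin-F1 nearest to esophagus-F2. The hair and epidermis list, of which 5 genes were counted, gave 32,754 CPM in esophagus-F1 and 17,684 CPM in skin-M2, but 52.02 CPM in skin-F1, near its median library of 47.3 CPM. Skin-F1 held 51,746 CPM of the skeletal muscle list. These values are consistent with an exchange of esophagus-F1 and skin-F1, the 2 libraries of 1 animal. A sampling of skin without hair and epidermis together with muscle was not tested.

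The thyroid libraries had 0 counts of TG, which allows 17.7 CPM and 19.3 CPM, and no library of any tissue had more than 4 counts of it. TG was counted in 13 libraries, all of other tissues, so its reads can be captured. The counts of 0 give no sign of follicle tissue. They are weak evidence against it, as no library is known to hold follicles. The thymocyte list gave 453 CPM in thyroid-M1 and 1,085 CPM in thyroid-M2, against a median of 41.6 CPM, 6,336 CPM in the median thymus library, 1,220 to 3,063 CPM in spleen and 507 to 599 CPM in jejunum. The list thus does not point to thymus. Thyroid-M1 also held 12,030 CPM of the squamous list and 1,171 CPM of the airway list. The follicle list, of which TG and PAX8 were counted, gave 5.89 CPM in thyroid-M1 and 12.8 CPM in thyroid-M2. Its highest library was kidney-M1, with 40.1 CPM. The list thus gives no sign of follicles in the thyroid libraries. Whether they hold thyroid follicles stays open, since the list is low in every library and the other lists do not exclude follicles.

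Abomasum-M1 held 31,137 CPM of the smooth muscle list, against 90.3 CPM and 1,761 CPM in abomasum-F1 and abomasum-M2. Its abomasum mucosa list gave 186 CPM, near the median library of 178 CPM, against 478,843 CPM and 497,512 CPM. Muscle wall with some mucosa is therefore not supported, as no mucosa is seen, and muscle wall without mucosa or another muscular organ stays open. The mucosa list is not restricted to abomasum, since it reached 33,036 CPM and 50,927 CPM in the male colon libraries. Colon-F1 held 54,240 CPM of the adipocyte list, against 353 CPM and 396 CPM in the male colon libraries, and 63.8 CPM of the intestinal epithelium list, against 3,579 CPM and 5,112 CPM. This is consistent with adipose tissue in colon-F1. All 4 bone marrow libraries held 32,351 to 45,124 CPM of the adipocyte list, against a median of 253 CPM.

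For the spermatid list the median library of a tissue was highest in testis, with 31,938 CPM, and for the hepatocyte list in liver, with 123,124 CPM. The median of the intestinal list was highest in jejunum, with 15,408 CPM. Those of the cartilage and airway lists were highest in trachea, with 4,351 CPM and 3,653 CPM. The thyroid follicle list, with 2 genes counted, and the red blood cell list, with 2 genes counted, gave at most 40.1 CPM and 1,202 CPM in any library. The tissue median of the follicle list was highest in hypothalamus, at 32.8 CPM, and not in thyroid. That of the red blood cell list was highest in thymus, at 586 CPM. Of the respiratory chain list, 9 genes were counted, with 4,677 CPM in the median library.

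Testis and brain libraries had more expressed loci. A difference in depth does not account for it. At equal counts per library testis had 7,711 loci against 5,682, and brain 7,280 against 5,578. The permutation tests gave p = 0.00119 for testis and p = 1e-05 for brain, the latter the smallest they can give. These tests took libraries of the same tissue as independent, so they do not measure the spread between tissues. Without the 50 largest genes of each library and with 20,000 counts drawn from the rest, hypothalamus, testis, brain cortex and cerebellum had the most genes of 32 tissues, with means of 6,342, 6,113, 5,742 and 5,713, so a few genes taking most of the counts do not account for it either. That testis and brain use more genes stays a hypothesis, found and tested on these data. In abomasum, the few loci may come from its most abundant genes. Without those 50 genes, abomasum was number 8 from the lowest of 32 tissues, with 4,508 to 4,841 genes per library.

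In chicken, testis had 10,273 ± 1,653 expressed loci (SD, n = 2), against 8,150 ± 1,669 in the other libraries (exact permutation test, two-sided p = 0.0698), and at 74,679 counts per library the difference was 1,597 (exact permutation test, p = 0.0213). With at least 10 counts the difference was 566 (exact permutation test, p = 0.292), so it depends on how a locus is counted. Ovary had a higher mean than testis, 10,919 loci in 2 libraries, and at 74,679 counts per library testis was first, with 7,493, and ovary second, with 7,186. In pig, described without a test, the mean was highest in duodenum, with 11,422 loci in 1 library, followed by cerebellum with 11,064 in 2 libraries, and lowest in muscle, with 6,761. The duodenum library was also the deepest, with 392,076 gene counts. Drawn to 40,000 gene counts it had 5,145 loci, below cerebellum, with 6,676 and 6,680, brain cortex, with 6,767, and hypothalamus, with 6,866 and 6,269, and the muscle libraries had 3,573 and 3,146.

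The region of chromosome 16 with most reads lies outside reference genes, and no predicted transcript lies on a mitochondrial sequence. The counts of the reference genes of the region followed nuclear-encoded respiratory chain genes over 32 tissues (Spearman rho 0.698, permutation p = 2e-05; Pearson r 0.691, permutation p = 1e-05), and 4.02% of 2,238 genes compared had as high a rho. Without heart and kidney, the tissues farthest from the median, r was 0.602 (permutation p = 0.00043). The correlation covers the 38,749 gene counts of the 3 reference genes. It covers none of the 1,563,659 reads of transcripts outside reference genes, and so does not test those reads. Of its 14 transcripts, 2 have an intron, on 10 and 3 reads. A candidate explanation is that reads of mitochondrial RNA were placed on a nuclear copy. The sequence was not compared with a mitochondrial genome, which would decide it.

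Genes with a low level were more often tissue-specific, with 13.1% of genes under 1 CPM against 4.68% of those with at least 10 CPM having an index of at least 0.8. Drawing counts for genes of even expression gave 0.984% for genes under 1 CPM. This draw assumes that every gene is equal in all tissues, and noise on genes of uneven expression was not drawn. Among genes with at least 100 counts 4.17% were specific, so how much sampling noise adds to the share stays open. Of 1,615 specific genes among 19,795, 52.8% were assigned to testis, and liver was next with 11.0%. Without M2, one of the 2 males with testis, it was 39.7%. These are gene-level values and the paper's are for transcripts.

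Skin-F1 and jejunum-F1 are listed with one barcode sequence in Supplementary Table 1. The intestinal epithelium list gave 46.2 CPM in skin-F1 and 32.8 CPM in skin-M2, against 28,265 CPM in jejunum-F1. In the other direction, skin-F1 carries little of the hair list, which therefore cannot show its reads, but carries 51,746 CPM of the skeletal muscle list and 30,482 CPM of the squamous list. Jejunum-F1 had 70.8 CPM and 254 CPM of these, against 76.4 to 758 CPM and 139 to 449 CPM in the other jejunum libraries. A mixing of their reads is not supported in either direction.

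Genes of one tissue were counted in libraries of other tissues. Over 17 genes, the share of their own tissue's level was 0.0207% to 0.501%, so that the highest was 24.2 times the lowest, which argues against one rate of misassigned barcodes as the whole cause. In 13 genes the share lay between 0.0207% and 0.0506%, within 2.5 times the lowest, and a floor of misassigned reads may account for them, while 4 genes lay above it. LYZ2 was counted in 79 of 80 other libraries. Low counts of a gene that is abundant elsewhere are for this reason uncertain in all libraries of the flow cell.

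Across tissues, 168 genes differed between the sexes, on 37 female and 36 male libraries, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 3 splits of the 4 animals into 2 and 2, only 1, the sexes, gave as many genes, and the others gave 43 and 42, but with 3 splits the share cannot fall under 0.05, and whether the sexes or the animals differ stays open. Libraries of unclear identity do not account for the number, which was 210 without them, with 134 genes called in both. LORICRIN and KRT4 were lower in males, with log2 fold changes of -3.56 and -3.49, and had their most counts in esophagus-F1, with 174, and skin-F1, with 3,367. Without the libraries of unclear identity neither passed the minimum count, so no value was obtained. ENSBTAG00000009656 was called as well, on 433 counts in F2, 1 in F1 and 0 in each male, and rests on 1 animal. Without M1 there were 28 genes.

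Of the 50 genes higher in males, 5 lie on chromosome X, against 184 of 5,924 tested (Fisher's exact test, two-sided p = 0.0187). Of the 118 lower in males, 4 do (Fisher's exact test, p = 0.786). These sets come from a fit with libraries as replicates. With counts summed over the 12 tissues of all 4 animals no gene was called, so the sets do not hold with the animal as the unit. The 5 genes are OFD1, TXLNG, HUWE1, USP9X and ATP6AP1, named after their values were seen. OFD1 and TXLNG had log2 fold changes of 1.42 (SE 0.22) and 1.41 (SE 0.24), in each of the 2 males above each of the 2 females. No transcript was predicted on chromosome Y. Whether the reference assembly holds a chromosome Y was not checked, so this absence says nothing about expression of its genes. Reads of chromosome Y copies counted on their X copies may account for part of the higher counts in males. Higher expression of the X copies in males was not tested. The gene U2 was higher in males as well, with a log2 fold change of 1.60 (SE 0.41).

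Alternative last exons numbered 3 with transcripts grouped by their 3′ ends, and 1,597 with transcripts grouped by genomic locus, which is consistent with the grouping as the cause of the small number.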
